# Blood-Based miRNA Biomarkers as Correlates of Brain-Based miRNA Expression

**DOI:** 10.3389/fnmol.2022.817290

**Published:** 2022-03-22

**Authors:** Mark Z. Kos, Sobha Puppala, Dianne Cruz, Jennifer L. Neary, Ashish Kumar, Emma Dalan, Cun Li, Peter Nathanielsz, Melanie A. Carless

**Keywords:** baboon, blood, brain, correlation, miRNA expression, sequencing

## Abstract

The use of easily accessible peripheral samples, such as blood or saliva, to investigate neurological and neuropsychiatric disorders is well-established in genetic and epigenetic research, but the pathological implications of such biomarkers are not easily discerned. To better understand the relationship between peripheral blood- and brain-based epigenetic activity, we conducted a pilot study on captive baboons (*Papio hamadryas*) to investigate correlations between miRNA expression in peripheral blood mononuclear cells (PBMCs) and 14 different cortical and subcortical brain regions, represented by two study groups comprised of 4 and 6 animals. Using next-generation sequencing, we identified 362 miRNAs expressed at ≥ 10 read counts in 80% or more of the brain samples analyzed. Nominally significant pairwise correlations (one-sided *P* < 0.05) between peripheral blood and mean brain expression levels of individual miRNAs were observed for 39 and 44 miRNAs in each group. When miRNA expression levels were averaged for tissue type across animals within the groups, Spearman’s rank correlations between PBMCs and the brain regions are all highly significant (*r_*s*_* = 0.47–0.57; *P* < 2.2 × 10^–16^), although pairwise correlations among the brain regions are markedly stronger (*r_*s*_* = 0.86–0.99). Principal component analysis revealed differentiation in miRNA expression between peripheral blood and the brain regions for the first component (accounting for ∼75% of variance). Linear mixed effects modeling attributed most of the variance in expression to differences between miRNAs (>70%), with non-significant 7.5% and 13.1% assigned to differences between blood and brain-based samples in the two study groups. Hierarchical UPGMA clustering revealed a major co-expression branch in both study groups, comprised of miRNAs globally upregulated in blood relative to the brain samples, exhibiting an enrichment of miRNAs expressed in immune cells (CD14+, CD15+, CD19+, CD3+, and CD56 + leukocytes) among the top blood-brain correlates, with the gene *MYC*, encoding a master transcription factor that regulates angiogenesis and neural stem cell activation, representing the most prevalent miRNA target. Although some differentiation was observed between tissue types, these preliminary findings reveal wider correlated patterns between blood- and brain-expressed miRNAs, suggesting the potential utility of blood-based miRNA profiling for investigating by proxy certain miRNA activity in the brain, with implications for neuroinflammatory and c-Myc-mediated processes.

## Introduction

MicroRNAs (miRNAs) are a group of endogenous, evolutionarily conserved small non-coding RNAs that post-transcriptionally regulate gene expression through mRNA destabilization and translational repression (Eichhorn et al., 2014; Santpere et al., 2016). They play an important role in human brain development and in the pathogenesis of neurodevelopmental, neurodegenerative, and neuropsychiatric disorders [reviewed in Barry (2014)]. Further, almost 50% of miRNAs are expressed in the brain, and their putative target genes are involved in the regulation of basic neural processes, such as neurogenesis and neuroplasticity (Ziats and Rennert, 2014).

Much of the direct evidence implicating miRNAs in neurological processes is derived from knockout studies in rodents (Davis et al., 2008; Stark et al., 2008), which can be advantageous in characterizing causal effects. However, rodent models of brain-related disease often do not accurately reflect human disease symptomatology [reviewed in Nestler and Hyman (2010)] or the complexity of the human brain (Defelipe, 2011), exhibiting altered patterns of evolutionary conservation for genes underlying human psychiatric disorders (Ogawa and Vallender, 2014) and a high rate of divergence (from humans) in brain miRNA expression (Roux et al., 2012). Human studies, on the other hand, allow for a more direct investigation of human neurology through analysis of miRNA expression in peripheral tissues (e.g., blood, saliva) of living individuals, post-mortem analysis of miRNA expression in the brain, or functional analysis in cell-based neuronal models of disease. But each of these study designs have limitations. Population-based studies can be used to assess peripheral miRNA biomarkers of disease in large, and potentially drug-naïve, cohorts and associate these with measurable phenotypes or symptoms of disease; however, peripheral biomarkers may not be representative of the tissue of interest (Cai et al., 2010) and causality cannot be easily determined. Analyses of post-mortem tissue are challenging and complicated by their typically small sample sizes and factors such as manner of death, postmortem interval, tissue pH, and RNA integrity (McCullumsmith and Meador-Woodruff, 2011). And more importantly, they are not designed to differentiate causal miRNA expression signatures from those that result from progression of the disease or from death. And lastly, the recent advent of methods to derive neuronal cells and brain organoids from pluripotent stem cells [reviewed in Adegbola et al. (2017) and McKinney (2017)] allows the investigation of patient samples that are representative of brain tissue; but development and characterization of these models are cost-prohibitive on a large scale and their relation to brain tissue sources, especially with respect to miRNA expression networks, is not yet well defined.

A combination of these approaches, each with their own strengths, will be essential in determining the complex underlying biology of neurological and neuropsychiatric disorders, particularly with respect to transcriptomic and epigenomic architectures. To bridge the gap between studies of peripheral miRNA expression (from blood) and post-mortem analysis of brain miRNA expression, we conducted a pilot study to examine correlations in matched samples from blood and 14 different brain regions in two groups of baboons (*n* = 4 and *n* = 6), a primate species with genomic, physiological, and neuroanatomical similarities to humans that serves as a well-suited model for studying the genetics and epigenetics of complex human phenotypes (Cox et al., 2013). We observed significant correlations between blood and the examined brain regions for tissue-wide patterns in miRNA expression. Co-expression between miRNAs among the different tissue types revealed major clusters of up- and downregulated miRNAs in the blood-based samples, with enrichments of miRNAs expressed in immune cell types among the top blood-brain correlates, as well as miRNA targets functionally annotated to different aspects of gene expression regulation.

## Materials and Methods

### Animal Care and Tissue Collection

All animal procedures were approved by the Texas Biomedical Research Institute (Texas Biomed) Institutional Animal Care and Use Committee (IACUC) and conducted in AAALAC International approved facilities. Brain and blood samples were collected from two groups of baboons (*Papio hamadryas*) (Group A, *n* = 4; Group B, *n* = 6), previously housed at the Southwest National Primate Research Center (SNPRC) located on the Texas Biomed campus. For both groups, animals were enrolled in several research studies throughout their life, which included those related to pregnancy, epilepsy, ophthalmoscopic examination, steroid hormone variation, immunogenicity studies, renal blood flow and derivation of stem cells. Study enrollment and related procedures were different for each animal but were completed well before euthanasia of the animals (except for Group B animals, see below). We do not expect that these studies would have a significant impact on the miRNA transcriptional profiles obtained in this study. As necessitated, animals were admitted to and treated at the SNPRC clinic for injury and illness (primarily treatment of lacerations and monitoring of weight loss) throughout their life and underwent regular routine health screens. Animals in Group A were all female, with a mean age of 13.5 years (range 12.8–14.7 years) and mean weight of 20.3 kg (range 18.5–23.2 kg). Samples were ascertained following routine euthanasia for population management at the SNPRC colony. Animals in Group B included 5 males with a mean age of 18.5 years (range 16.6–22.7 years) and a mean weight of 29.2 kg (range 22.0–35.9 kg), and 1 female, 7.9 years old and weighing 15.0 kg. Group B animals were enrolled in a pregnancy study (as controls) and transported to the University of Texas Health Science Center at San Antonio prior to euthanasia; enrollment in this study is not expected to significantly impact the miRNA profiles generated. The brain regions that had been collected for Group A animals were not available for Group B animals enrolled in this study, and therefore a different set of brain regions were examined between the two study groups.

Baboons were sedated with ketamine (10 mg/kg) prior to collection of blood in BD Vacutainer^®^ CPT™ Mononuclear Cell Preparation Tubes (Sodium Citrate; Becton-Dickinson, Franklin Lakes, NJ, United States), anesthetized (1–2% isoflurane), and euthanized *via* either intravenous injection of pentobarbital (>100 mg/kg; Group A) or exsanguination while under general anesthesia (Group B), in accordance with the guidelines of the American Veterinary Medical Association (AVMA) Panel on Euthanasia [AVMA Panel on Euthanasia, 2001]. Necropsy was performed to obtain brain tissue. We isolated seven different brain regions from each group of animals, as outlined in Table 1 and Figure 1. The brain regions collected from each group of animals are independent. To account for differences between the two study groups (method of euthanasia, brain regions collected), all analyses were done independently for each group.

**TABLE 1:** Description of brain regions examined.

Region	Description
**Group A (*n* = 4)**	
Amygdala (AMG)	Medial temporal lobe, ∼0.5 cm posterior to temporal pole
Hypothalamus (PVN)	Hypothalamus, paraventricular nucleus, ∼1.0 cm posterior to temporal pole, 1 mm dorsal to the optic chiasm, ∼1 mm bilateral bank of third ventricle
Dorsomedial prefrontal cortex (dmPFC)	Dorsomedial bank of the superior frontal gyrus, 1.0 cm posterior to frontal pole
Dorsal anterior cingulate cortex (dACC)	Immediately dorsal to the genu of the corpus callosum, ∼1.5 cm posterior to frontal pole
Lateral orbitofrontal cortex (lOFC)	Orbitofrontal cortex, ∼0.5 cm anterior to the genu of the corpus callosum, ventrolateral frontal cortex
Medial orbitofrontal cortex (mOFC)	Orbitofrontal cortex, ∼3 mm anterior to the genu of the corpus callosum, ventromedial frontal cortex, straight gyrus
Posterior cingulate cortex (PCC)	Immediately dorsal to the splenium of the corpus callosum, ∼2.0 cm anterior to the occipital pole
**Group B (*n* = 6)**	
Hippocampus (HC)	Hippocampus containing all substructures
Cerebellum (CB)	Lateral cerebellar lobule
Dorsolateral prefrontal cortex (dlPFC)	Dorsal bank of the principal sulcus, 1.0–1.5 cm posterior to the frontal pole
Motor cortex (MC)	Within 5 mm anterior to the central sulcus
Entorhinal cortex (EC)	At the level of the thalamic lateral geniculate nucleus
Posterior parietal cortex (PPC)	Dorsal bank of the parietal sulcus (nearest dorsal aspect of brain)
Occipital cortex (OC)	Calcarine sulcus (primary visual cortex), 1 cm anterior to the occipital pole

**FIGURE 1:**
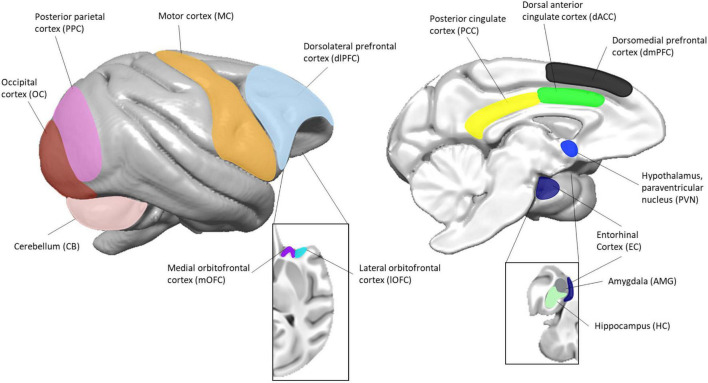
Location of brain regions used in this study. The image to the left represents the lateral view and the image to the right represents the medial view. Insets are of the orbitofrontal (left) and mesial temporal (right) structures. Surface renderings of a published baboon brain template (Love et al., 2016) were created using MANGO (https://ric.uthscsa.edu/mango/).

Peripheral blood mononuclear cells (PBMCs) were isolated from each animal within 2 h of blood collection, according to the manufacturers’ protocol for the BD Vacutainer^®^ CPT™ Mononuclear Cell Preparation Tubes, stored in freezing media (RPMI complete media, 10% FBS, 10% DMSO), and cooled at 1°C per minute in a −80°C freezer before being transferred to liquid nitrogen. Brain regions were dissected according to established brain landmarks and guided by atlases describing the anatomy of human, baboon and rhesus macaque brains (Saleem and Logothetis, 2012; Bakker et al., 2015), as well as knowledge and experience gained over the years. Only the regions of interest were dissected, without contamination from surrounding regions. All samples for both groups were frozen within 2 h of brain collection and therefore have a similar post-mortem interval. For animals in Group A, the whole brain was obtained and kept at 4°C until the time of dissection. The brain was hemisected at the midline into right and left hemispheres. The cerebellum was separated from the cerebrum at the level of the midbrain. The hemispheres were cut in the coronal plane, from anterior to posterior, approximately 0.5 cm in thickness per block. The cerebellum was cut sagittally, approximately 0.5 cm in thickness per block. The subregions (Table 1 and Figure 1) were dissected from each coronal block prior to freezing. Each subregion was placed in a labeled tube, flash-frozen in 2-methylbutane chilled to −60°C and stored at −80°C until experimental use. For animals in Group B, the brain was hemisected and the subregions examined in this study (Table 1 and Figure 1) were dissected directly from fresh tissue based on known anatomical structures and landmarks. They were then placed in a cryovial and flash frozen in liquid nitrogen. All samples were stored in a −80°C freezer prior to RNA extraction. For one animal in Group A (animal A4), we were not able to obtain the amygdala, and thus only three animal samples from this brain region were available.

### RNA Extraction

Total RNA was isolated from peripheral blood cells and the brain regions described in Table 1 using the miRNeasy Mini Kit (Qiagen, Germantown, MD, United States), according to manufacturers’ instructions. Briefly, PBMCs were thawed in a 37°C waterbath and homogenized in QIAzol lysis reagent using a Fisher Scientific PowerGen 125 Handheld Homogenizer (∼10 s homogenization; Fisher Scientific, Waltham, MA, United States). Frozen brain tissue was homogenized in QIAzol lysis reagent using a Branson homogenizer (∼30 s homogenization) until no tissue was visible and then passed through a QIAshredder (Qiagen). Following addition of chloroform, vortexing, and centrifugation, the RNA-containing aqueous phase was separated. Total RNA was precipitated by addition of ethanol, bound to a spin column, and purified through a series of wash buffers. Total RNA was eluted in RNase/DNase free water and integrity assessed *via* the Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, United States). The RNA Integrity Number (RIN) ranged from 6 to 10 (85% of samples were RIN ≥ 7), for all but two samples (RINs 4.7 and 5.9). Since miRNAs are extremely stable, a low RIN is not considered indicative of miRNA quality and has been shown to have little to no impact on miRNA expression (Jung et al., 2010; Hall et al., 2012; Sanchez et al., 2018). We therefore included all samples in this study.

### miRNA Sequencing

Small RNA sequencing libraries were prepared using the Illumina Truseq Small RNA Sample Prep Kit. Each library (sample) included a unique index and libraries were pooled after cDNA synthesis. cDNA libraries underwent cluster generation on Illumina’s Cluster Station and were sequenced using the Illumina GAIIx sequencer. Raw sequence reads were obtained using Illumina’s Pipeline v1.5 software following sequencing image analysis by Pipeline Firecrest Module and base calling by Pipeline Bustard Module. The extracted sequence reads were normalized, annotated and abundance determined using mirDeep2 (Friedlander et al., 2012).

Adapter sequences were trimmed and resulting reads were aligned to the human miRNA transcriptome (miRbase v21) (Griffiths-Jones, 2006) with the bowtie aligner in the mirDeep2 package, due to limited miRNA sequences available for the baboon genus; a prior study showed that 95% of baboon miRNA transcripts are identical in sequence to human miRNA transcripts in the liver (Karere et al., 2012). Alignment was stringent, with zero mismatches allowed, thus limiting the identification of novel or species-specific variants. Samples with < 500,000 read counts aligning to miRBase v21 were excluded from the analysis; these were the cerebellum from animal B2, motor cortex from animal B4, and occipital cortex from animal B6. In total, 76 samples were included in our analysis. Since our primary interest is in the utility of blood samples as a biomarker for brain-related pathology, for all analyses, we selected only miRNAs that were expressed (≥10 read counts) in 80% or more of the brain samples analyzed (*n* = 362; Supplementary Table 1). These miRNA expression data have been uploaded to the Gene Expression Omnibus (GEO) repository (accession number GSE190675).

### Statistical Analysis

Pairwise correlation analyses were performed using the R function “cor.test,” with statistical significance set to one-sided *P* < 0.05 (i.e., investigating the *positive* linear relationship in miRNA expression levels between blood and brain samples). Two different sets of pairwise correlations were calculated. First, mean expression levels per miRNA for each tissue type (i.e., PBMC, brain regions) was examined using Spearman’s rank-order approach (due to non-normality in expression data across miRNAs, assessed by the Shapiro–Wilk test), yielding an *overall* correlation between each pair of tissue types. Second, correlations between PBMC expression levels vs. regional and overall mean brain expression levels of each study baboon for *each of the 362 miRNAs* was calculated using the Pearson method. Bonferroni corrections, when applied, are based on an α value of 0.05 divided by the number of tests performed. Principal component analysis (PCA) was performed on normalized miRNA counts from mirDeep2 (per million mapped miRNA reads) using the Partek data analysis software. Three-dimensional (3D) plots of the first three principal components were generated using the R package “rgl” v. 0.100.19.

Variance components analysis was performed on the miRNA expression data by fitting a linear mixed effects model (LMM) using the restricted maximum likelihood (REML) approach. This was performed with the R package “VCA” v. 1.3.4 using the function “remlMM,” which relies on the “lmer” function from “lme4” v. 1.1.21 (Bates et al., 2015). Confidence intervals for variance components were determined using the Satterthwaite approach (Satterthwaite, 1946). Due to the non-normality and variance heterogeneity in the miRNA expression data, logarithmic transformation of the data was performed prior to analysis (Bartlett and Kendall, 1946). Random effects in the LMM were study animal, miRNA, tissue type (i.e., blood vs. brain), and brain region (nested within the tissue type component). Fixed effects were age and sex.

Two-way hierarchical clustering *via* UPGMA (unweighted pair group method with arithmetic mean) and heatmaps of Z-scores for expression of each miRNA were generated in the R package “gplots” v. 3.5.3, with the two dendrograms clustering miRNA expression levels by tissue sample (dissimilarity distance based on Spearman’s correlation coefficient: 1 − *r*_*s*_), representing heatmap columns, and by miRNA (dissimilarity distance based on Pearson correlation coefficient: 1 − *r*), representing heatmap rows.

MiRNA Set Enrichment Analysis (MSEA) was performed on miRNA lists of interest using the web-based application miEAA (Backes et al., 2016), accessible at: http://www.ccb.uni-saarland.de/mieaa_tool/. MSEA is akin to Gene Set Enrichment Analysis (GSEA), in which a running sum statistic is calculated top-to-bottom for lists of miRNAs ordered by some criterion (here correlation coefficients between PBMC miRNA expression and mean brain expression levels); and provides a Kolmogorov–Smirnov-like statistic that quantifies the over-representation of miRNAs in a predefined set at the top or bottom of the tested list. Statistical significance is determined by exact *P*-values adjusted by the Benjamini–Hochberg approach. MSEA tests more than 14,000 categories generated from different miRNA-specific tools and databases (e.g., miRBase, HMDD2, miRWalk) and publications. Additionally, gene targets for miRNAs comprising major UPGMA dendrogram clusters were identified from miRTarBase, a curated database of miRNA-target interactions (Hsu et al., 2011). These were examined for enrichment using the over-representation analysis option in miEAA, using a Fisher’s exact test, with all annotated miRNAs serving as the reference set. Top enriched gene targets (adjusted *P* < 0.01) were then examined with the pathway-mining and functional annotation tool DAVID (Huang et al., 2009).

## Results

In total, we analyzed ∼239 million sequence reads from 76 blood and brain samples, achieving a mapping percentage of 66.3% for the miRbase v21 reference. 

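Small RNA libraries from 10 baboons were used. Group A gave 4 libraries of PBMC, the lymphocytes and monocytes of the blood, and 27 brain libraries from animals A1 to A4; Group B gave 6 PBMC and 39 brain libraries from animals B1 to B6. The 7 brain regions of Group A were AMG, PVN, dmPFC, dACC, lOFC, mOFC and PCC, and the 7 of Group B were HC, CB, dlPFC, MC, EC, PPC and OC. The authors could not obtain the AMG of A4 and left out the CB of B2, the MC of B4 and the OC of B6 for few mapped reads. The authors prepared the libraries with the Illumina Truseq small RNA kit, sequenced them on a GAIIx, aligned trimmed reads to human mature miRNAs with bowtie in mirDeep2, and gave each of 362 miRNAs as RPM, reads scaled to the mapped reads of the library. Alignment allowed 0 mismatches, so a baboon read that differs from the human sequence at 1 base was not counted. Within each library the RPM values were whole multiples of what 1 read is worth, and 100% of them came out whole to a tolerance of 0.1 reads, which gave back the total of reads that each library was scaled to. These totals were 1584751 to 4899892 in PBMC of Group A (median 2949210) and 1934418 to 6965996 in its brain libraries (median 3295600). They were 707965 to 1208338 in PBMC of Group B (median 961334) and 1425625 to 7036369 in its brain libraries (median 2237510). The recovered totals add up to 213 M reads, and the 362 miRNAs hold 137 M of them. The paper gives ∼239 M sequence reads with 66.3% mapped, which would be fewer than 213 M, so it is not certain which reads the totals count. A count of 0 allows up to 3 reads, which is 0.612 to 1.89 RPM in PBMC of Group A and 2.48 to 4.24 RPM in PBMC of Group B, for counting error only. From the RPM values, blood-brain correlations per miRNA, rank correlations between tissues, PCA, variance components and UPGMA clusters were computed with the kinds of analysis the paper uses, without its adjustment for age and sex, and with the animal as the replicate. PBMC against brain, and PVN, CB or OC against the other regions, were compared within animals with limma on log2(RPM + 1), the animal as a block and Benjamini-Hochberg adjustment, so fold changes are on that scale and understate the change of low miRNAs. RPM is scaled to each library's total, so abundant miRNAs can shift the RPM of all others, and each comparison was repeated under 4 other scalings: median of ratios, quantile normalization, and edgeR and DESeq2 on the recovered whole reads. edgeR and DESeq2 took each library as a separate value, with the animal as a block. Their numbers past the threshold thus count regions of an animal as replicates. The brain regions, the method of euthanasia, the freezing of tissue, sex and age differed between the groups, so differences between Groups A and B cannot be told apart from any of these.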

Four brain samples were excluded due to low mapped read counts (<500,000; *n* = 3) or unavailable tissue (*n* = 1). 

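Brain libraries were led by hsa-miR-26a-5p and hsa-miR-181a-5p, and PBMC libraries by hsa-miR-191-5p, hsa-miR-142-5p and hsa-miR-26a-5p. In PBMC, hsa-miR-191-5p stood at 87648 ± 25720 RPM (SD, n = 4 animals) in Group A and hsa-miR-142-5p, a miRNA of blood cells, at 75833 ± 11608 RPM (SD, n = 6 animals) in Group B. In the cerebellum hsa-miR-26a-5p reached 113179 RPM, followed by hsa-miR-125a-5p at 54111 RPM and hsa-miR-181a-5p at 35399 RPM (means of 5 animals). The most abundant miRNA of a library took 6.57% to 13.7% of its total. All 362 miRNAs had at least 10 reads in 80.3% or more of the 66 brain libraries, and 307 had them in every one. This filter did not look at blood: 18 of the 362 had no read in any PBMC library of Group A and 22 in none of Group B. A single PBMC library lacked 29 to 40 of the miRNAs in Group A and 44 to 52 in the shallower Group B, against 0 or 1 in a brain library.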

We identified 362 miRNAs that were expressed (≥10 read counts) in at least 80% of the brain samples analyzed (Supplementary Table 1). We computed Pearson correlations for expression levels of each of the 362 miRNAs between PBMC and the mean of the normalized read counts of the various brain samples in each animal from the two study groups (Group A, *n* = 4; Group B, *n* = 6; Supplementary Table 1). For Group A, the median correlation coefficient (*r*) is 0.27, with 39 miRNAs (11.3%) showing nominally significant correlation (one-sided *P* < 0.05) between blood and brain expression levels. 

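In Group A, hsa-miR-16-5p, an abundant miRNA of blood cells, took the same order of animals in both tissues: 29415, 28164, 25877 and 21116 RPM in PBMC of A1, A2, A3 and A4, and 3631, 3548, 3122 and 2450.0 RPM in the mean of their brain regions. hsa-miR-1271-5p also took the same order in both tissues, with A4 far above the rest, at 124 RPM in PBMC and 159 RPM in the brain against 0.82 to 3.79 RPM and 5.22 to 17.5 RPM in the other animals. These miRNAs and hsa-miR-99b-5p were picked as the 3 with the highest r in these animals. Their shared order is therefore not independent evidence, and 4 animals allow only 24 orders. Of the 344 miRNAs with reads in PBMC, 39 (11.3%) passed the one-sided rule and 4 passed it in the negative direction. The median r over miRNAs was 0.270, with r above 0 for 61.9% of them; miRNAs are not independent replicates. Without A4 the count fell to 22, ranks in place of values gave 24, and without A1 the median r was 0.560. The 4 animals can be paired with their brains in 24 ways. The true pairing gave 39 miRNAs, another pairing also gave 39, and the others ranged down to 5 (median 15), so the share of pairings with as many was 0.083.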

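hsa-miR-99b-5p is made from a cluster with hsa-let-7e and hsa-miR-125a. In PBMC of Group A it stood at 20.8 RPM in A1, 27.1 RPM in A2, 24.5 RPM in A3 and 107 RPM in A4, and in the mean of the brain regions at 3106, 4097, 3817 and 16580 RPM in the same order. The order of the animals, A1, A3, A2 and A4 from low to high, was the same in both tissues, with A1, A2 and A3 close together and A4 above them. The order of A1 to A3 in the brain rests on the AMG, which A4 lacks. It ran from 3294 to 11602 RPM in these animals, while their other regions reached at most 4254 RPM. Without the AMG their order in the brain was not that in PBMC. In Group B it varied little in the brain, at 21341 ± 1163 RPM (SD, n = 6 animals), while PBMC ranged from 69.5 to 295 RPM. Its r was −0.630 (rho −0.486, exact permutation p = 0.20, adjusted over 8 miRNAs 0.20), and −0.0596 without the pair of animals farthest out in PBMC. The level of A4 was nearer to the brains of Group B than to those of A1 to A3. In Group A the one-sided rule served only to count miRNAs. With 4 animals, 3 of them close together, no r or p of a single miRNA is given there, and the values per animal are given instead.

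**Figure D1:**
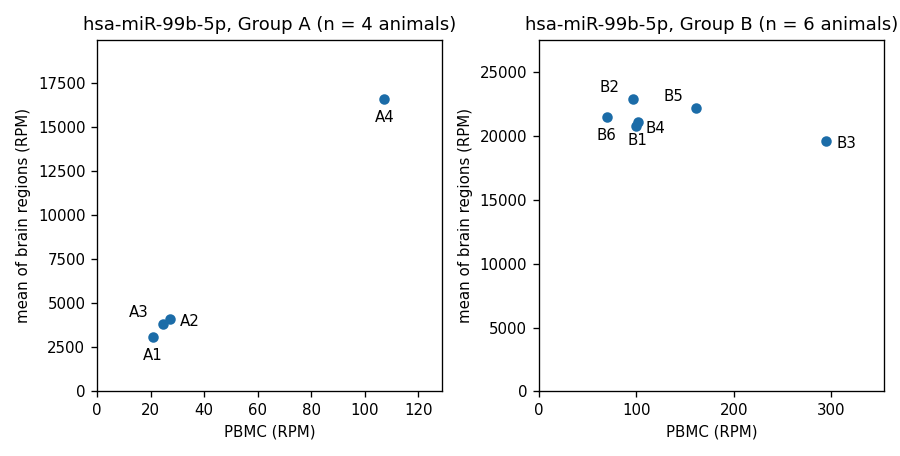
hsa-miR-99b-5p in each animal of Group A (left, n = 4) and Group B (right, n = 6), PBMC on the x axis and the mean of the brain regions on the y axis, both in RPM, 1 point per animal. A4 stands at 107 and 16580 RPM, away from A1 to A3 (20.8 to 27.1 and 3106 to 4097 RPM), and the animals of Group B lie between 19567 and 22913 RPM in the brain.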

The strongest correlation was observed for hsa-miR-99b-5p (*r* = 1.00; *P* = 2.4 × 10^–5^), the lone significant result after Bonferroni correction for either group (adjusted *P* = 8.4 × 10^–3^). 

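hsa-miR-194-5p and hsa-miR-192-5p, miRNAs of the same gene clusters that are abundant in liver and gut, varied together in blood and brain of the 6 animals of Group B. hsa-miR-194-5p ranged from 14.8 RPM in PBMC of B2 to 54.5 RPM in B5, and from 27.9 to 76.3 RPM in the brain, with Pearson's r = 0.974 and Spearman's rho = 0.943 (exact permutation p = 0.0028 for r, 0.011 adjusted over 8 miRNAs). Without B3 and B5, the animals farthest out in PBMC, its r was 0.958. hsa-miR-192-5p ranged from 265 to 598 RPM in PBMC and 236 to 756 RPM in the brain, with r = 0.962 and rho = 0.943 (exact permutation p = 0.0028, adjusted 0.011), and 0.860 without the outer pair. hsa-miR-186-5p, at 9848 to 16631 RPM in PBMC and 2715 to 4600 RPM in the brain, had r = 0.961 and rho = 0.83 (exact permutation p = 0.011, adjusted 0.030), and 0.976 without the outer pair. The 8 miRNAs of this adjustment were named by the paper or picked for their r in these animals, so the adjusted values are not independent evidence. Over all 340 miRNAs with reads in PBMC, 44 (12.9%) passed the one-sided rule, 2 passed it in the negative direction, none passed after adjustment over the 340, and the median r was 0.175. By ranks 29 passed. Of 100 of the 720 pairings of blood with brain, the true one included, 3 gave 44 or more; the highest other gave 49 and the median was 14.

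**Figure D2:**
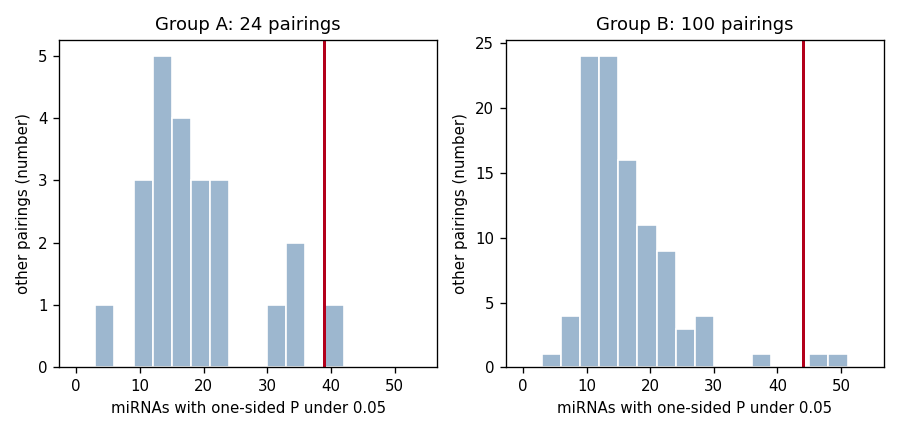
Number of miRNAs past the one-sided rule (x axis) when blood is paired with the brain of other animals; the bars count pairings (y axis) in Group A (left, 24 pairings) and Group B (right, 100 of 720), and the red line marks the true pairing. The true pairing stands at 39 in Group A, where another pairing reaches 39, and at 44 in Group B, where the highest other reaches 49.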

For Group B, median *r* is 0.18, with 44 miRNAs (12.9%) exhibiting nominally significant correlation between blood and brain expression levels, with the top result observed for hsa-miR-194-5p (*r* = 0.97; *P* = 4.9 × 10^–4^; adjusted *P* = 0.17). 

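Among miRNAs that passed in both groups, hsa-miR-182-5p, a miRNA of sensory cells and lymphocytes, was highest in the same animal of Group A in both tissues: 463 RPM in PBMC and 80.8 RPM in the brain of A1, against 85.9 to 213 RPM and 21.7 to 50.3 RPM in the others. In Group B its r was 0.767 (rho 0.60, exact permutation p = 0.054, adjusted over 8 miRNAs 0.072), 0.538 without the pair of animals farthest out, 0.307 without B4, which held 673 RPM in PBMC, and 0.695 under median of ratios. hsa-miR-409-5p, from the imprinted 14q32 cluster, stood at 75.5 RPM in PBMC and 322 RPM in the brain of A4 against 0.61 to 2.75 RPM and 9.21 to 41.3 RPM in A1 to A3. Its r in Group B was 0.794 (rho 0.371, exact permutation p = 0.099, adjusted 0.113), 0.600 without the outer pair, −0.174 without B2, which held 372 RPM in PBMC, 0.636 on the log2 scale and 0.573 over the regions present in every animal. hsa-let-7d-5p ranged from 785 to 1432 RPM in PBMC and 780 to 1102 RPM in the brain of Group B, with r = 0.861 and rho = 0.886 (exact permutation p = 0.036, adjusted 0.058), and 0.741 without the outer pair. hsa-miR-30c-5p had r = 0.898 and rho = 0.943 there (exact permutation p = 0.029, adjusted 0.058), and 0.996 without the outer pair; under median of ratios its r was 0.351. Of 335 miRNAs tested in both groups, 5 passed the rule in both, and 5.12 are expected from independent lists (Fisher's exact test, one-sided P = 0.606). The number was 1 by ranks, 2 under median of ratios, 3 over the regions present in every animal and 3 without A3. The 1 by ranks, hsa-miR-138-5p, was not among the 5. Of the 5, hsa-miR-409-5p alone remained under median of ratios and without A3. Over the regions present in every animal hsa-let-7d-5p and hsa-miR-182-5p remained. Without A4 the number was 4, with hsa-miR-182-5p alone from the 5.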

Only five miRNAs showed nominally significant correlations (*P* < 0.05) between blood and brain expression levels in both groups (hsa-let-7d-5p, hsa-miR-30c-5p, hsa-miR-182-5p, hsa-miR-194-5p and hsa-miR409-5p; Table 2), likely impacted by the small sample sizes and reduced statistical power (Fisher’s Exact test *P* = 0.47).

**TABLE 2:** miRNAs that are nominally correlated between blood and mean brain levels for expression in both study groups.

miRNA	Group A			Group B		
	Pearson’s *r*	*t*-score	*p*-value	Pearson’s *r*	*t*-score	*p*-value
hsa-let-7d-5p	0.9112	3.1278	0.0444	0.8614	3.3916	0.0137
hsa-miR-30c-5p	0.9065	3.0365	0.0467	0.8982	4.0875	0.0075
hsa-miR-182-5p	0.9877	8.9283	0.0062	0.7669	2.3896	0.0376
hsa-miR-194-5p	0.9041	2.9917	0.0480	0.9743	8.6522	0.0005
hsa-miR-409-5p	0.9960	15.7604	0.0020	0.7943	2.6144	0.0296

To examine wider patterns in the data, we computed pairwise correlations for overall expression of the 362 miRNAs between blood and 14 cortical and subcortical regions in each of the two groups (7 brain regions per group). This was done using Spearman’s rank-order correlations for *mean* tissue-specific miRNA expression levels for the 4 or 6 baboon samples (Table 3). Although all pairwise correlations are highly significant (*P* < 2.2 × 10^–16^), correlations involving PBMC expression are distinctly lower in both groups (*r_*s*_* = 0.42–0.55) than correlations between the brain regions (*r_*s*_* = 0.84–0.99). 

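Blood and brain shared the order of the 362 miRNAs only in part, and the regions of the brain ordered them almost alike. In Group A, PBMC had its highest r_s with the dmPFC at 0.522 and its lowest with the PVN at 0.463; in Group B the highest was with the CB at 0.588 and the lowest with the EC at 0.530. The median over regions was 0.499 in Group A and 0.557 in Group B. Between brain regions r_s ran from 0.867, for CB with EC, to 0.997, for dmPFC with lOFC. Computed within each animal, the median r_s of PBMC with its brain regions was 0.511 ± 0.0116 (SD, n = 4 animals) in Group A and 0.546 ± 0.0151 (SD, n = 6 animals) in Group B, far below every brain-brain value. PBMC was about as close to the brain of other animals as to its own: own minus other r_s was 0.0074 ± 0.0116 in Group A and 0.0018 ± 0.0137 in Group B. These r_s are correlations across miRNAs, which are not independent replicates. As the regions of the brain were more strongly correlated with each other than with PBMC, the paper concludes that blood and brain profiles are related over the whole set of miRNAs but partly differentiated.

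**Figure D3:**
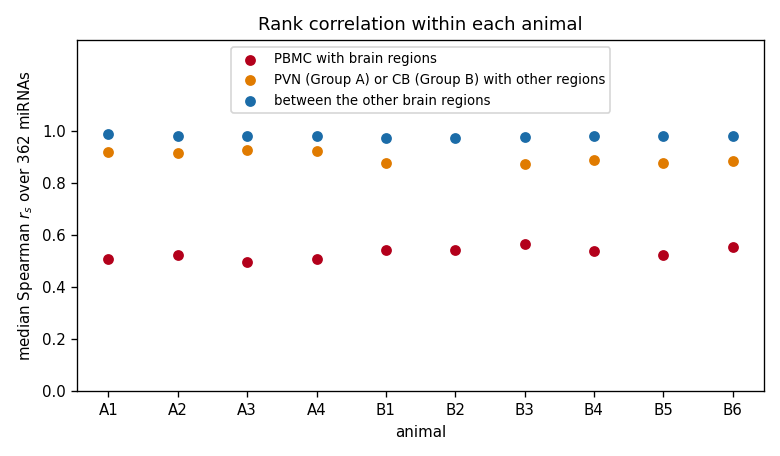
Median Spearman r_s over 362 miRNAs (y axis) within each of the 10 animals (x axis): PBMC with the brain regions in red, PVN (A1 to A4) or CB (B1 and B3 to B6) with the other regions in orange, and the other regions with each other in blue, 1 point per animal. The red points average 0.511 in Group A and 0.546 in Group B, below all orange and blue points.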

MiRNA expression in the hypothalamus, paraventricular nuclei (PVN) and cerebellum exhibit the weakest correlations among the pairwise results for the brain regions.

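The paraventricular nuclei, hypothalamic neurons of the stress and water balance hormones, were closest to the amygdala (r_s = 0.964) and farthest from the PCC (0.916), with a median of 0.931 over the 6 other regions. The cerebellum was closest to the OC (0.896) and farthest from the EC, with a median of 0.883. In all 4 animals of Group A the PVN lay below the other regions: its r_s within an animal was 0.921 ± 0.00450 (SD, n = 4), and that among the remaining regions 0.984 ± 0.00398. In all 5 animals with a cerebellum library, CB lay below the rest as well, at 0.881 ± 0.00713 (SD, n = 5) against 0.979 ± 0.00342 (n = 6). The cortical regions of Group A differed least, with r_s of 0.986 or more between any of dmPFC, dACC, lOFC, mOFC and PCC.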

**TABLE 3:** Pairwise Spearman’s correlations (*r*_*s*_ coefficients above diagonal) between blood and brain regions for mean expression counts for study samples per miRNA.

Group A	PBMC	AMG	PVN	dmPFC	dACC	lOFC	mOFC	PCC
PBMC	1	0.48	0.46	0.50	0.42	0.49	0.42	0.49
AMG	0.43,0.53	1	0.95	0.95	0.93	0.96	0.92	0.94
PVN	0.42,0.54	0.93,0.95	1	0.91	0.91	0.92	0.90	0.91
dmPFC	0.46,0.54	0.94,0.96	0.90,0.93	1	0.96	0.99	0.95	0.98
dACC	0.38,0.47	0.91,0.94	0.89,0.92	0.96,0.97	1	0.97	0.99	0.96
lOFC	0.45,0.53	0.95,0.97	0.90,0.93	0.99,0.99	0.96,0.97	1	0.95	0.98
mOFC	0.38,0.46	0.90,0.93	0.88,0.91	0.95,0.96	0.98,0.99	0.95,0.96	1	0.95
PCC	0.45,0.53	0.93,0.95	0.89,0.92	0.98,0.99	0.96,0.97	0.98,0.99	0.95,0.96	1

**Group B**	**PBMC**	**HC**	**CB**	**dlPFC**	**MC**	**EC**	**PPC**	**OC**

PBMC	1	0.55	0.52	0.52	0.54	0.50	0.54	0.55
HC	0.51,0.58	1	0.84	0.96	0.96	0.95	0.97	0.96
CB	0.49,0.56	0.81,0.85	1	0.88	0.87	0.86	0.88	0.85
dlPFC	0.49,0.55	0.95,0.96	0.86,0.89	1	0.98	0.97	0.98	0.94
MC	0.50,0.58	0.96,0.97	0.85,0.89	0.98,0.99	1	0.96	0.99	0.96
EC	0.46,0.53	0.94,0.96	0.84,0.88	0.97,0.98	0.96,0.97	1	0.96	0.95
PPC	0.51,0.58	0.96,0.97	0.86,0.89	0.98,0.98	0.99,0.99	0.96,0.97	1	0.96
OC	0.51,0.58	0.95,0.96	0.83,0.87	0.93,0.95	0.95,0.96	0.94,0.95	0.96,0.97	1

*Expression data were residualized for age for Group A animals and age and sex for Group B animals.*

*Due to the non-normality of the miRNA expression datasets, Spearman’s rank-order method was used for computing pairwise correlations.*

*Estimated r_s_ coefficients are reported above the diagonal; 95% confidence intervals (lower confidence limit, upper confidence limit) are reported below the diagonal.*

*All pairwise correlations presented in the table are highly significant (P < 2.2 × 10^–6^).*

*PBMC, Peripheral blood mononuclear cells; AMG, Amygdala; PVN, Paraventricular nucleus of the hypothalamus; dmPFC, Dorsomedial prefrontal cortex; dACC, Dorsal anterior cingulate cortex; lOFC, Lateral orbitofrontal cortex; mOFC, Medial orbitofrontal cortex; PCC, Posterior cingulate cortex; HC, Hippocampus; CB, Cerebellum; dlPFC, Dorsolateral prefrontal cortex; MC, motor cortex; EC, Entorhinal cortex; PPC, Posterior parietal cortex; OC, Occipital cortex.*

To visualize variation in miRNA expression between and within samples, we performed principal components analysis (PCA) on samples from each group of baboons (Figure 2). For both groups, the first PC accounts for approximately 50% of the variation between samples and distinguishes PBMCs from the corresponding brain samples along this dimension. 

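Along PC1 the blood libraries lay far from all brain regions. In Group A PBMC scored 31.8 ± 0.862 (SD, n = 4) and the brain libraries −4.71 ± 5.10 (SD, n = 27), and PC1 carried 49.0% of the variance. In Group B PBMC scored 33.3 ± 1.16 (SD, n = 6) and the brain −5.13 ± 3.49 (SD, n = 39), with 51.2% of the variance on PC1. The brain region nearest to PBMC on PC1 of Group B was the CB, and the farthest was the EC at −10.1 ± 2.33 (n = 6). Each miRNA was scaled to unit variance; on log2 values PC1 carried 65.6% in Group A and 62.9% in Group B.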

In Group A, the PVN appears to be differentiated from the other brain regions for PCs 1 and 2, the latter accounting for ∼21% of the variation. 

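The PVN carried more of the imprinted 14q32 miRNAs and of neuroendocrine miRNAs than the other regions of the same 4 animals, and less of hsa-miR-124-3p and hsa-miR-128-3p, miRNAs of mature neurons. hsa-miR-7-5p, a miRNA of hormone-secreting cells, was 2385 ± 561 RPM in the PVN and 754 ± 230.0 RPM in the mean of the other regions (SD, n = 4 animals), a log2 fold change of 1.74 (SE 0.16, adjusted p = 6.2e-05 from limma, higher in 4 of 4 animals). hsa-miR-375, of the same kind of cell, was higher by 3.35 (SE 0.43) and hsa-miR-34c-5p, a miRNA of ciliated cells, by 6.22 (SE 0.84), at 2648 ± 2769 RPM against 54.3 ± 52.0 RPM, so with a wide spread between animals. All 54 measured miRNAs of the 14q32 cluster were higher, such as hsa-miR-411-5p by 1.16, hsa-miR-410-3p by 1.62 and hsa-miR-758-3p by 3.24. Their number was 52 under median of ratios, 48 under quantile normalization, 51 in edgeR and 50 in DESeq2, with none lower. hsa-miR-124-3p was lower by a log2 of −1.45 (SE 0.12), hsa-miR-128-3p by −1.32, hsa-miR-221-3p by −1.62, and hsa-miR-133a-3p, a muscle miRNA, by −1.85, each in 4 of 4 animals. Of 24 miRNAs of the neuron list 12 were higher and 7 lower, which turned to 6 and 9 under median of ratios, 5 and 10 under quantile, 7 and 9 in edgeR and 6 and 11 in DESeq2.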

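In all, 261 of 362 miRNAs differed in the PVN (224 higher, 37 lower). The median of all miRNAs was shifted by 0.53 on the log2 scale, and by −0.00 under median of ratios, −0.08 under quantile, 0.06 in edgeR and −0.01 in DESeq2, where the split was 121 and 117, 104 and 124, 129 and 105, and 120 and 122. The direction of a fold change smaller than that shift depended on the scaling. Leukocyte-list miRNAs were 9 higher and 0 lower of 12, but 1 and 3, 0 and 4, 2 and 3, and 1 and 4 under those 4 scalings in that order, and miRNAs of the miR-17 family clusters 5 and 0 of 12, but 0 and 7, 0 and 6, 0 and 6, and 0 and 7. Of 9 let-7 miRNAs 3 were higher and 0 lower, turning to 2 and 7 under median of ratios, edgeR and DESeq2 and 2 and 3 under quantile. Of the other lists, neuroendocrine miRNAs were 3 higher of 3 (2 and 1 under quantile, 1 higher in DESeq2), choroid plexus 1 higher and 1 lower of 2, muscle 1 higher and 3 lower of 4, erythroid 4 higher of 6 (1 and 2 under quantile, 1 higher under the others) and hepatocyte 2 higher of 2 (0 under every other scaling). The oligodendrocyte and endothelial lists had 0 past the threshold of limma in RPM and 0 at an unadjusted p under 0.05, but under median of ratios and quantile 4 of 4 and 2 of 2 were lower, and in edgeR and DESeq2 3 of 4 and 2 of 2. Adjusted over the list alone, every count in RPM was the same. On PC1 the PVN libraries scored −15.1 ± 3.44 and on PC2 18.1 ± 3.57 (SD, n = 4), against −2.90 and −4.51 ± 3.36 in the other brain libraries. PC2 carried 21.3% of the variance, with hsa-miR-1307-3p, hsa-miR-654-3p and hsa-miR-1185-1-3p among its most positive loadings and hsa-miR-124-3p among its most negative.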

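A single animal, A4, stood apart on PC3 of Group A in each of its tissues. Its 6 brain libraries scored 9.00 ± 1.77 (SD) and its PBMC library 4.32, while the 21 brain libraries of A1 to A3 scored −2.48 ± 1.42. The animal accounted for 93.2% of the variance of the brain scores on PC3 and the region for 3.46%. The miRNAs with the most positive loadings were hsa-miR-1271-5p, hsa-miR-99b-5p, hsa-miR-409-5p, hsa-miR-100-5p, hsa-miR-488-5p and hsa-miR-125a-5p, and those with the most negative hsa-miR-30b-5p, hsa-miR-101-5p, hsa-miR-29c-3p, hsa-miR-29a-3p and hsa-let-7d-5p. PC3 carried 6.48% of the variance. Every library of A4 scored higher than the highest library of A1 to A3, which stood at 1.23.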

The third PC accounts for ∼6% of the variation, which differentiates the miRNA levels of PBMC and six brain regions of one outlier baboon relative to the other animals in Group A. The AMG, dmPFC, dACC, lOFC, mOFC, and PCC exhibit tight clustering relative to the PBMC and PVN samples in this PC plot. In Group B, PC2 accounts for ∼15% of the variation, and separates the CB, and to a lesser extent the OC, from the other brain regions. 

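In the cerebellum, hsa-miR-221 and hsa-miR-222, a pair from 1 cluster, and hsa-miR-137, a miRNA of forebrain neurons, were far lower, and hsa-miR-455, hsa-miR-192-5p and hsa-miR-194-5p were raised over the other regions of the same 5 animals. hsa-miR-222-3p was 8.57 ± 2.25 RPM in the CB and 1890 ± 110.3 RPM elsewhere (SD, n = 5), a log2 fold change of −7.51 (SE 0.15, adjusted p = 5.9e-09 from limma, lower in 5 of 5 animals). hsa-miR-137 was lower by −7.23 (SE 0.15), at 0.604 ± 0.449 RPM, and hsa-miR-221-3p by −6.40 (SE 0.11). hsa-miR-455-5p was 371 ± 63.5 against 29.0 ± 4.81 RPM, a log2 fold change of 3.69 (SE 0.12, adjusted p = 6.7e-08 from limma, higher in 5 of 5), and hsa-miR-455-3p was higher by 2.85, hsa-miR-194-5p by 2.38, hsa-miR-192-5p by 2.24 and hsa-miR-486-5p, of red cells, by 1.98. The neuronal hsa-miR-124-3p was higher by 0.92 and hsa-miR-128-3p lower by −0.80 (not past the threshold in DESeq2). All 4 oligodendrocyte-list miRNAs were lower, such as hsa-miR-219a-2-3p by −2.02, and both endothelial miRNAs, hsa-miR-126-3p by −1.08. In all 303 miRNAs differed (87 higher, 216 lower), and the split was 141 and 150 under median of ratios, 157 and 135 under quantile, 132 and 147 in edgeR and 136 and 146 in DESeq2, as the median of all miRNAs moved from −0.49 to −0.01, 0.12, −0.07 and −0.04. Higher and lower members of the other lists were 3 and 9 of 12 leukocyte, 1 and 5 of 6 erythroid (1 and 0 under quantile, 1 and 2 under the others), 3 and 8 of 12 miR-17 family (4 and 5 under median of ratios and quantile), 4 and 15 of 24 neuron (8 and 13 under median of ratios, 8 and 14 under quantile, 6 and 12 in edgeR and DESeq2), 1 and 1 of 3 neuroendocrine (2 and 1 under quantile), 1 and 1 of 2 choroid plexus, 0 and 3 of 4 muscle, 2 and 0 of 2 hepatocyte, and 6 and 2 of 9 let-7 miRNAs (6 and 1 under quantile, 7 and 0 under the others). The 14q32 cluster had 9 higher and 34 lower of 54, but 18 and 17 under median of ratios, 26 and 11 under quantile, 15 and 15 in edgeR and 17 and 15 in DESeq2.

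**Figure D4:**
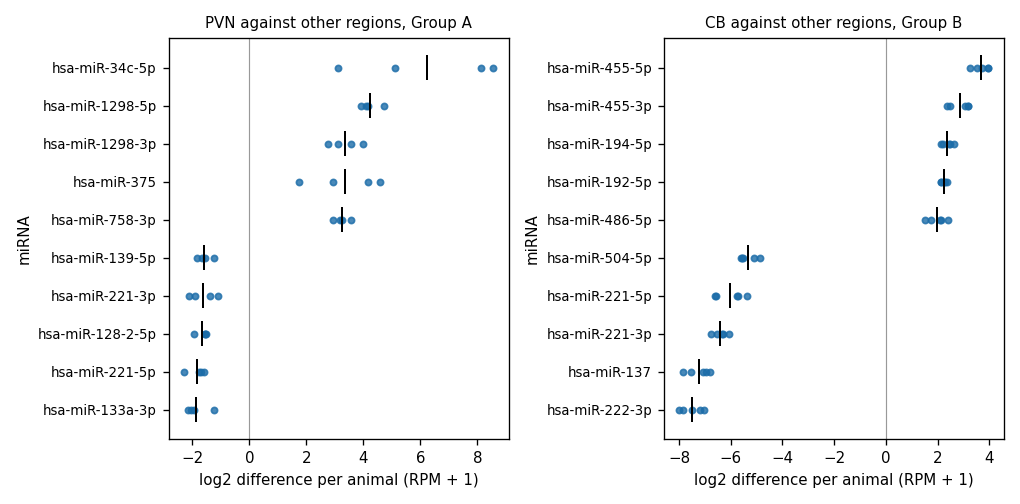
Log2 difference of RPM + 1 between PVN and the other regions in each of 4 animals of Group A (left) and between CB and the other regions in each of 5 animals of Group B (right), for the 5 miRNAs that were highest and the 5 that were lowest among those past the threshold (y axis); points are animals and black bars their mean. hsa-miR-34c-5p has the largest mean in the PVN (6.22) with animals far apart, and hsa-miR-222-3p the lowest in the CB (−7.51).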

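The occipital cortex, the primary visual area, differed from the remaining regions by smaller amounts. hsa-miR-133a-3p was 788 ± 66.2 RPM in the OC and 294 ± 31.1 RPM in the other regions (SD, n = 5), a log2 fold change of 1.58 (SE 0.07, adjusted p = 5.4e-06 from limma, higher in 5 of 5 animals). hsa-miR-1-3p, like it a muscle miRNA, was higher by 1.40 (adjusted p = 0.058 without the animal block), hsa-miR-129-1-3p by 1.58, hsa-miR-34a-5p by 1.44 and hsa-let-7i-5p by 1.21. hsa-miR-7-5p was lower by −2.29 (SE 0.14), hsa-miR-135a-5p by −2.22, hsa-miR-767-5p by −2.59 and hsa-miR-4446-3p by −2.82, each in 5 of 5. In all 216 miRNAs differed (37 higher, 179 lower). The split was 92 and 85 under median of ratios, 75 and 72 under quantile, 74 and 80 in edgeR and 82 and 73 in DESeq2, as the median of all miRNAs moved from −0.28 to −0.03, 0.00, −0.07 and −0.03. Higher and lower members in RPM were 5 and 12 of 24 neuron-list miRNAs, but 9 and 7 under median of ratios, quantile and DESeq2, and 8 and 7 in edgeR. They were 0 and 40 of 54 in the 14q32 cluster (4 and 29 under median of ratios, 1 and 24 under quantile), and 0 and 8 of 12 in the miR-17 family, but 3 and 3 under median of ratios, 2 and 1 under quantile, 1 and 3 in edgeR and 1 and 2 in DESeq2. The leukocyte list had 0 and 2 of 12 (0 and 1 adjusted over the list alone), but 3 and 1 under median of ratios and edgeR, 2 and 0 under quantile and 5 and 0 in DESeq2. The let-7 family had 1 and 1 of 9, but 6 and 0 under median of ratios, edgeR and DESeq2 and 3 and 1 under quantile. The erythroid list had 1 and 2 of 6 and the oligodendrocyte list 0 and 2 of 4, but 1 and 0, and 0 and 0, under each of the other scalings. Neuroendocrine miRNAs were 1 and 1 of 3 (2 and 1 except in edgeR), choroid plexus 0 and 1 of 2 (0 and 0 under quantile, edgeR and DESeq2), muscle 2 and 2 of 4 (2 and 1 under the others) and hepatocyte 2 and 0 of 2. Of 2 endothelial miRNAs 0 passed in limma, edgeR or DESeq2, and 0 at an unadjusted p under 0.05 in limma. On PC2 the CB scored 18.5 ± 0.701 and the OC 4.86 ± 0.670 (SD, n = 5 each), against −3.15 ± 2.89 in the 29 libraries of the other 5 regions. PC2 carried 15.5% of the variance, with hsa-miR-101-3p and hsa-miR-455-5p among its most positive loadings and hsa-miR-22-3p and hsa-miR-221-3p among its most negative.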

The HC, MC, PPC, EC, and dlPFC samples comprise a major cluster in the center of the plot, with notable dispersion along PC3 (explains ∼7% of variation) that exhibits some patterning based on brain region. 

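On PC3 the EC of Group B stood highest among the cortical regions at 7.07 ± 3.30 (SD, n = 6), followed by the dlPFC at −0.701 ± 3.35 (n = 6). The PPC at −3.57 ± 1.71 (n = 6) and the MC at −3.89 ± 2.53 (n = 5) lay lower, and the OC lowest at −7.57 ± 0.802 (n = 5). Of the subcortical regions the CB scored 6.24 ± 1.34 (n = 5) and the HC 0.657 ± 3.04 (n = 6). Libraries of the HC ran from −4.22 to 4.40 and those of the dlPFC from −5.62 to 3.65, so these regions overlapped. The region accounted for 81.9% of the variance of the brain scores on PC3 and the animal for 9.22%; PC3 carried 7.34% of all variance.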

The independent clustering of the PBMC samples, and to a lesser extent the PVN (Group A) and CB (Group B) samples, is concordant with the pairwise correlations described above. 

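With all 76 libraries in 1 PCA, PBMC of both groups fell together on PC1 at 29.7 ± 1.59 (SD, n = 10) and the brain libraries at −4.50 ± 5.06 (SD, n = 66). The CB scored 17.8 ± 1.16 on PC3 (SD, n = 5), against −1.38 ± 2.20 in the 61 other brain libraries. The PVN lay away from the other regions on the earlier components, at −20.2 ± 3.97 on PC1 and −24.5 ± 4.85 on PC2 (SD, n = 4). PC1, PC2 and PC3 carried 43.6%, 18.0% and 7.40% of the variance.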

When the normalized miRNA counts of the two groups were lumped together, PCA revealed two tight clusters, one comprised of the PBMC samples from both groups and another of the various brain regions, although the CB samples from Group B again appear as outliers along the third PC (see Supplementary Figure 1).

**FIGURE 2:**
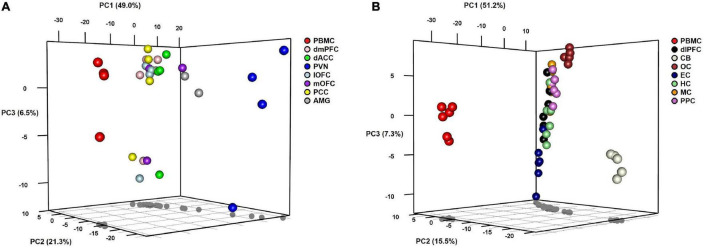
3D plots of results from principal components analyses of miRNA expression levels in baboons by tissue type in **(A)** Group A animals and **(B)** Group B animals.

To quantify the proportion of miRNA variation that is attributable to differences in tissue type, we performed LMM variance components (VC) analysis of the expression data *via* REML (Table 4). 

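Levels of the miRNAs of Group A lay orders of magnitude apart: in PBMC, hsa-miR-10a-5p stood at 7015 ± 1850 RPM (SD, n = 4), while hsa-miR-211-5p, of the choroid plexus and pigment cells, stood at 0.365 ± 0.483 RPM. A model of log10(RPM + 1) with random terms for miRNA, tissue type, region within tissue type and animal, fitted by REML, gave 73.4% of the variance to the miRNA and 14.5% to error. Here hsa-miR-9-5p, of neural precursors and neurons, was abundant in the brain at 31507 ± 1945 RPM and 220.1 ± 70.9 RPM in PBMC. A model that lets each miRNA differ by tissue type gave 48.4% to the miRNA and 39.4% to the miRNA by tissue type, with 0.945% of error left.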

For Group A, 71.3% of the variance in miRNA expression is accounted by differences between the 362 miRNAs measured in the dataset. 

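The mean log10 level of the 362 miRNAs was lower in PBMC than in the brain, and many brain miRNAs had few or no reads in blood. The 362 were kept for their reads in the brain, so miRNAs read in blood but little in the brain are not among them. How far this choice sets the difference was not tested. hsa-miR-1-3p, a muscle miRNA, was 0.07 ± 0.14 RPM in PBMC and 90.4 ± 13.4 RPM in the brain of Group A (SD, n = 4), and hsa-miR-133a-3p 0.26 ± 0.313 against 132 ± 17.5 RPM. Tissue type took 11.6% of the variance with main effects alone. The share was 16.5% with 0.1 RPM added in place of 1 and 8.38% with zeros left out. With 2 tissue types the component rests on a single contrast, and its confidence interval was not computed.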

A notable 13.0% of the variance was attributed to tissue type (i.e., blood vs. brain), although it is not significantly different from zero (inferred from the estimated lower 95% confidence limit: VC = 0.14; 95% CI: 0, 0.54). 

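Single miRNAs differed between the 7 regions of Group A: hsa-miR-1298-5p was 485 ± 149 RPM in the PVN and 30.3 ± 8.44 RPM elsewhere (SD, n = 4), and hsa-miR-139-5p 354 ± 85.2 against 1058 ± 70.3 RPM. Region within tissue type, a shift of all miRNAs together, took 0.563% of the variance and the animal 0.0229%. Scaling each library to its total keeps differences in total amount out of both. With each miRNA free to differ by region and by animal, miRNA by region took 1.04% and miRNA by animal 0.626%. Without A4 the animal component was 0.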

Only 0.6% of the variance was attributed to differences in brain regions (nested within VC for tissue type). 

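In Group B, hsa-miR-128-3p, of neurons, stood at 13723 ± 2062 RPM in the brain and hsa-miR-383-5p at 396 ± 74.7 RPM (SD, n = 6), and blood held 430.2 ± 57.8 and 0.138 ± 0.339 RPM of them. The miRNA took 77.5% of the variance of log10(RPM + 1) with main effects alone and error 14.5%. In the model with interactions, the miRNA took 53.2% and miRNA by tissue type 37.0%, with 0.883% of error.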

For Group B, a similar pattern emerged, with the largest VC estimated for differences between miRNAs (76.7% of total variance). 

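The 6 animals of Group B resembled each other in mean level more than tissues did, on values scaled to the total of each library. hsa-miR-93-5p, of the miR-17 family, was 2380 ± 185 RPM in PBMC and 525 ± 21.8 RPM in the brain (SD, n = 6), and hsa-miR-338-3p, of oligodendrocytes, 66.6 ± 18.0 against 5389 ± 768 RPM. Tissue type took 7.41% of the variance, region within tissue type 0.570% and the animal 0.0087%. The share of tissue type was 2.99% with zeros left out and 12.1% with 0.1 RPM added in place of 1. miRNA by region took 2.22% in the model with interactions and miRNA by animal 0.264%.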

For tissue type and brain region, 7.8% and 0.6% of the variance were attributed to these components, respectively, neither of which are significant. Additionally, VC analysis was performed on the data from both groups, revealing negligible variation attributed to group differences in miRNA expression (see Supplementary Table 2).

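On the RPM scale the mean level over all miRNAs hardly differed between the groups, while single miRNAs lay far apart between blood and brain in both. hsa-miR-25-3p, of the miR-17 family clusters, was 4921 ± 622 RPM in PBMC of Group A (SD, n = 4) and 4501 ± 557 RPM in Group B (SD, n = 6), and 692 ± 52.1 and 660.4 ± 63.9 RPM in their brains. In the joint model the group took 0.0203% of the variance (0.469% with zeros left out, and without 1 animal from 0 without A1 to 0.0542% without B6), the animal 0.0136%, region within tissue type 0.691%, tissue type 9.23% and the miRNA 74.7%. The group component is the shift of all miRNAs together and does not test single ones. As RPM scales each library to its total, a difference in the total amount of miRNA could not show in it, nor in the animal and region components. When each miRNA's blood-brain difference was compared between the groups with limma, 43 of 362 differed, and 108 did at an unadjusted p under 0.05. PBMC minus brain was above that of Group B in Group A for 5 and below it for 38, but for 33 and 19 of 52 under median of ratios and 28 and 33 of 61 under quantile, so the direction depended on the scaling.

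**Figure D5:**
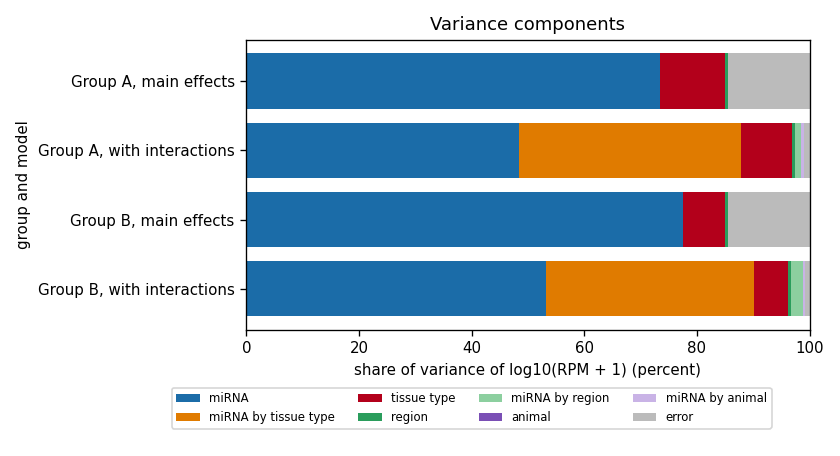
Share of the variance of log10(RPM + 1) in percent (x axis) by component for Groups A and B (y axis), with main effects only and with interactions of the miRNA added; each color is a component. miRNA by tissue type takes 39.4% in Group A and 37.0% in Group B once it is in the model.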

**TABLE 4:** Results of variance components analysis of miRNA expression data.

Group A (*n* = 4)			
**Component name**	**Variance component**	**% Total**	95% Confidence interval*
Animal	0.00034	0.03	0, 0.0011
Tissue Type	0.14	13.0	0, 0.54
Tissue Type: Brain Region**	0.0059	0.6	0, 0.013
miRNA	0.77	71.3	0.66, 0.88
Error	0.16	15.1	0.16, 0.17
Total	1.08	100.0	0.76, 1.65

**Group B (*n* = 6)**			
**Component name**	**Variance component**	**% Total**	95% Confidence interval*

Animal	0.000010	0.003	0, 0.00010
Tissue Type	0.083	7.8	0, 0.32
Tissue Type: Brain Region**	0.0066	0.6	0, 0.014
miRNA	0.82	76.7	0.70, 0.94
Error	0.16	14.9	0.16, 0.16
Total	1.07	100.0	0.84, 1.39

*Fixed effects for group A (degrees of freedom based on Satterthwaite’s approximation): intercept = 1.81 (t-value = 5.43; Pr > |t| = 0.029); age = 0.0074 (t-value = 0.52; Pr > |t| = 0.65). For group B: intercept = 2.00 (t-value = 9.16; Pr > |t| = ‘NaN’); age = −0.0026 (t-value = −1.59; Pr > |t| = 0.22); sex = −0.050 (t-value = −2.49; Pr > |t| = 0.12).*

*95% confidence interval: lower confidence limit, upper confidence limit.

**Brain regions nested within tissue type.

Two-way hierarchical clustering was performed to examine the broader co-expression patterns among the 362 miRNAs and how these patterns may differ between blood and the various brain regions (Figure 3). For Group A (Figure 3A), the dendrogram shown at the top represents a UPGMA cluster of the 31 blood and brain samples based on correlation distances determined by Spearman’s rank-order method, with the four PBMC samples positioned together as an outlier branch. 

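The 4 PBMC libraries of Group A joined the brain libraries last, at a distance of 0.501. Among the brain libraries the 4 of the PVN formed a cluster of their own, which joined the others at 0.0834, far closer than blood. Among the 23 libraries of the cortex and amygdala, the nearest library came from the same animal for 13, against 5 expected if it were drawn at random, and from the same region for 5, against 3.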

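UPGMA on Pearson correlation distances split the miRNAs of Group A into a large branch of 249 and a small branch of 113. The large branch held neuronal and glial miRNAs such as hsa-miR-124-3p, hsa-miR-9-5p and hsa-miR-219a-2-3p, and the small branch miRNAs of blood cells such as hsa-miR-142-5p, hsa-miR-150-5p and hsa-miR-223-3p. In the large branch 6 of 249 miRNAs were higher in PBMC than in the brain mean, and in the small branch 113 of 113. The median r between blood and mean brain levels was 0.238 in the large branch and 0.327 in the small one. Complete linkage gave 250 and 112, and clustering the brain libraries alone gave 322 and 40.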

The dendrogram shown on the left margin represents a UPGMA cluster of the 362 miRNAs based on Pearson correlation distances, with what appears to be two major branches, designated here as A.1 (*n* = 250 miRNAs; median *r* = 0.29 between blood and mean brain expression levels) and A.2 (*n* = 112 miRNAs; median *r* = 0.19). The tissue samples and miRNAs represented by the nodes in the two dendrograms are aligned as columns and rows in the heatmap, respectively, and intersect within a color-coded matrix of Z-scores for miRNA expression levels across the samples. Interestingly, branches A.1 and A.2 in the miRNA dendrogram reveal distinctly different expression patterns among the PBMC samples, with A.1 broadly showing elevated expression relative to the brain, whereas miRNAs in the other branch exhibit depressed levels. Furthermore, most of the miRNAs within the A.1 branch show lower levels of expression in the hypothalamus relative to the other brain regions.

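PBMC of Group A were rich in miRNAs of white blood cells and poor in those of neurons and glia. hsa-miR-142-3p, of the hematopoietic lineage, was 7054 ± 2050.3 RPM in PBMC and 24.5 ± 5.95 RPM in the brain of the same animals (SD, n = 4), a log2 fold change of 8.14 (SE 0.16, adjusted p = 2.0e-07 from limma, higher in 4 of 4 animals). hsa-miR-150-5p, of mature lymphocytes, was higher by 8.01, hsa-miR-223-3p, of myeloid cells, by 7.98, and hsa-miR-10a-5p by 8.32. hsa-miR-124-3p was 2.14 ± 0.749 RPM in PBMC and 6189 ± 1114 RPM in the brain, a log2 fold change of −10.86 (SE 0.22, adjusted p = 2.0e-07 from limma, lower in 4 of 4), and hsa-miR-218-5p, hsa-miR-149-5p and hsa-miR-129-5p were lower by −9.14, −8.99 and −8.96. Of 12 leukocyte-list miRNAs, listed with 11 other groups before the data were examined, 9 were higher and 1 lower (11 higher and 0 lower under median of ratios, edgeR and DESeq2), and of 12 miRNAs of the miR-17 family clusters, which rise in dividing cells, all 12 were higher under every scaling. All 24 neuron-list miRNAs and all 4 of the oligodendrocyte list were lower (22 of 24 and 4 of 4 under quantile). Both endothelial miRNAs were higher, hsa-miR-126-5p by 2.39 and hsa-miR-126-3p by 1.61, and both of the choroid plexus list lower. Of the 14q32 cluster 51 of 54 were lower and 0 higher (47 lower under median of ratios, edgeR and DESeq2, 34 lower and 8 higher under quantile). Of 6 erythroid miRNAs 3 were higher and 0 lower (4 higher under median of ratios, 6 under quantile, edgeR and DESeq2); hsa-miR-486-5p was higher by 4.44, while hsa-miR-451a stood at 476 ± 449 against 270 ± 72.5 RPM (adjusted p = 0.65 from limma, higher in 2 of 4 animals, but past the threshold under quantile, edgeR and DESeq2).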

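The remaining lists were small: let-7 miRNAs were 4 higher and 4 lower of 9 (3 and 5 under quantile, 5 and 4 under the others), with hsa-let-7f-5p higher by 1.11, neuroendocrine 1 higher and 2 lower of 3 (1 and 1 under quantile and edgeR), hepatocyte 2 higher of 2 and muscle 4 lower of 4 (1 higher and 3 lower under quantile, where hsa-miR-499a-5p turned to 0.49 and hsa-miR-375 to 0.43). Adjusted over the list alone, every list gave the same counts. Over all miRNAs, which were kept for their reads in the brain, 103 were higher and 219 lower in PBMC. Every one of the 219 lay in the large branch and every one of the 103 in the small branch. The branches were drawn from the same libraries, PBMC among them, so this match is not independent evidence. The split was 129 and 192 under median of ratios, 154 and 158 under quantile, 136 and 193 in edgeR and 137 and 194 in DESeq2, as the median of all miRNAs moved from −1.53 to −0.81, −0.02, −0.89 and −0.82. Relative to that shift, hsa-miR-101-3p, on the leukocyte list, stood at −0.15 in RPM and at 0.61 under median of ratios, 0.54 in edgeR and 0.62 in DESeq2.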

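In the PVN, hsa-miR-9-5p, of the large branch, stood at 28237 ± 2972 RPM against 32078 ± 2135 RPM in the other regions (SD, n = 4; adjusted p = 0.16 from limma, lower in 3 of 4 animals, and past the threshold under median of ratios, edgeR and DESeq2), and hsa-miR-204-5p, of the choroid plexus and hypothalamus, at 5090 ± 966 against 1644 ± 263 RPM. Of the 249 miRNAs of the large branch, 160 were higher and 31 lower in the PVN than in the other regions, and of the 113 of the small branch 64 were higher and 6 lower. The counts of the large branch were 100 and 76 under median of ratios, 90 and 80 under quantile, 106 and 68 in edgeR and 99 and 80 in DESeq2. Those of the small branch turned to 21 and 41, 14 and 44, 23 and 37, and 21 and 42 under the same scalings. The large branch thus had more higher than lower members under each of the 5 scalings, while the small branch turned from more higher to more lower under each scaling other than RPM. The large branch holds the 51 of 54 miRNAs of the 14q32 cluster that were lower in PBMC. In the PVN all 54 were higher in RPM and 52 under median of ratios. Without this cluster, lower members would outnumber higher ones in the large branch under each scaling other than RPM.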

**FIGURE 3:**
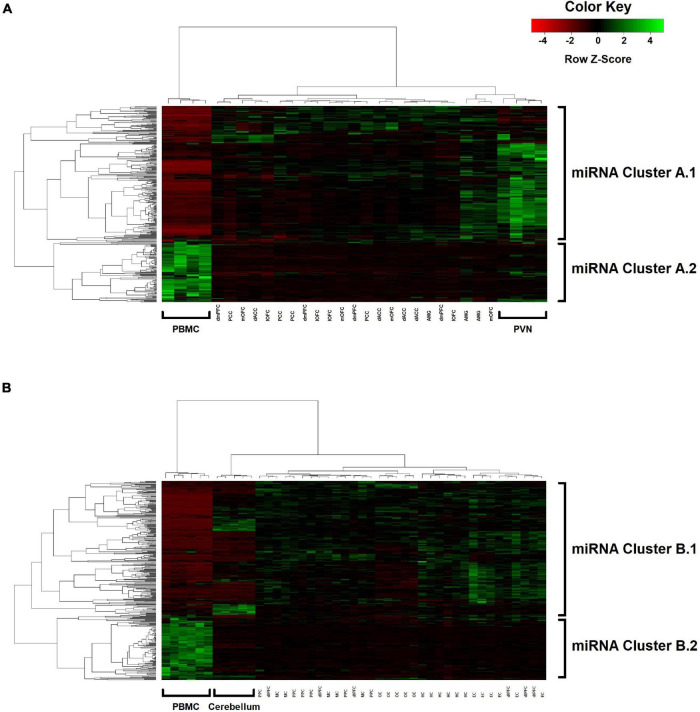
Two-way UPGMA clustering of miRNA expression levels, with aligned heatmap of Z-scores (columns represent the various blood and brain samples; rows represent the 362 miRNAs) in **(A)** Group A animals and **(B)** Group B animals.

To identify potential biological signatures in the two miRNA branches, MSEA was performed using the web-based miEAA application, with miRNA lists ordered according to Pearson correlations between PBMC and mean brain expression levels (i.e., we are not examining miRNA expression levels *per se*, but how they correlate between blood and brain samples and whether highly correlated miRNAs are enriched in particular biological pathways and ontologies). The top enriched miRNA category for branch A.1 is “CD14 expressed” (FDR-adjusted *P* = 8.7 × 10^–4^; *n* = 121 miRNAs, listed in Supplementary Table 3), with three other immunity-related categories among the four next most significant enrichment results (FDR-adjusted *P* < 0.01; see Table 5). 

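The study's list of miRNAs of CD14 cells, the monocytes, was rich in miRNAs abundant in blood, such as hsa-miR-142-5p and hsa-miR-223-3p. Of its 121 miRNAs 76 were higher and 22 lower (11 lower under median of ratios) in PBMC than in the brain of Group A, so 62.8% were higher, against 11.2% of the other 241 miRNAs (Fisher's exact test, two-sided, adjusted P = 1.8e-23 over 20 lists). Of 138 miRNAs of CD15 cells, the granulocytes, 80 were higher and 38 lower; of 105 of CD3 cells, the T cells, 69 and 19; of 121 of CD56 cells, the natural killer cells, 77 and 25; and of 15 of lymphocyte proliferation, 6 and 6. The cell lists are published lists of miRNAs of blood cells, and the study restricted all 5 to a branch drawn from these samples, so their direction is not independent evidence. Most members of the 4 cell lists lay in the rebuilt small branch, 80 of the 121 for CD14. With the miRNAs of the rebuilt large branch ordered by r between blood and mean brain levels, a running-sum test with 100000 random orders gave adjusted p = 0.680 for CD14 (41 members of 231 ranked, median r 0.170 against 0.280 for the rest), 0.580 for CD15, CD3 and CD56 and 7.0e-04 for lymphocyte proliferation. The 9 members of the last had a median r of 0.886 against 0.194, and its adjusted p was 0.107 by Spearman's rho. Random orders take the miRNAs as independent, so these p do not measure the spread between the 4 animals on which every r rests. Ordered by PBMC RPM in place of r, which tests abundance in blood and not correlation, the 4 cell lists gave 1.2e-05 and lymphocyte proliferation 0.105. The paper states that these immune cell types are known markers of neuroinflammation.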

For A.2, no significant enrichments were observed.

**TABLE 5:** Top-5 MSEA results for miRNAs representing dendrogram branches A.1 and B.1.

Dendrogram branch A.1 (*n* = 250 miRNAs)			
miEAA category*	**Subcategory**	**FDR-adjusted *P*-value^Ψ^**	**No. observed**
Immune cells	CD14 expressed	8.7 × 10^–4^	121^§^
Immune cells	CD15 expressed	1.9 × 10^–3^	138
Gene ontology**	Lymphocyte proliferation	3.5 × 10^–3^	15
Immune cells	CD3 expressed	3.8 × 10^–3^	105
Immune cells	CD56 expressed	4.9 × 10^–3^	121

**Dendrogram branch B.1 (*n* = 243 miRNAs)**			
**miEAA category**	**Subcategory**	**FDR-adjusted *P*-value**	**No. observed**

Immune cells	CD14 expressed	2.0 × 10^–3^	121^§^
Immune cells	CD15 expressed	2.3 × 10^–3^	137
Immune cells	CD19 expressed	2.3 × 10^–3^	103
Immune cells	CD3 expressed	2.3 × 10^–3^	105
Immune cells	CD56 expressed	2.3 × 10^–3^	126

*MiRNA Set Enrichment Analysis (MSEA) was performed on lists of miRNA sorted by Pearson correlation coefficients estimated between PBMC expression levels and mean expression levels across seven brain regions (within each study group).*

*Immune cell data from Leidinger et al. (2014) and comprises miRNAs expressed in at least three individuals for respective cell types (CD14+, CD15+, CD19+, CD3+, and CD56+).

**Data from miRWalk 2.0 (Dweep et al., 2011).

*^Ψ^Adjustment using Benjamini–Hochberg approach.*

*^§^Observed miRNAs for “CD14 expressed” listed in Supplementary Table 3.*

For Group B (Figure 3B), similar patterns emerge in the two-way hierarchical clusters and heatmap. The PBMC samples are an outlier branch in the top dendrogram, as well as samples from the cerebellum, which is consistent with the PCA results. 

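In Group B the 6 PBMC libraries joined the rest at a distance of 0.456 and the 5 of the cerebellum at 0.127. The nearest library came from the same region for 20 of 39 brain libraries, against 4.74 expected if it were drawn at random, and from the same animal for 16, against 5.68. Without the cerebellum these were 15 and 16 of 34. The cerebellar libraries shared low hsa-miR-504-5p, at 1.67 ± 0.707 RPM against 108 ± 18.0 RPM in the other regions (SD, n = 5), and low hsa-miR-221-5p, at 3.33 ± 1.55 against 289 ± 28.1 RPM.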

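PBMC of Group B held more of the leukocyte miRNAs and less of the neuronal and glial ones than the brain of the same animals. hsa-miR-150-5p was 36851 ± 4827 RPM in PBMC and 134 ± 20.3 RPM in the brain (SD, n = 6), a log2 fold change of 8.16 (SE 0.11, adjusted p = 2.2e-09 from limma, higher in 6 of 6 animals), and hsa-miR-142-3p was higher by 8.52, hsa-miR-223-3p by 7.97 and hsa-miR-10a-5p by 7.69. hsa-miR-124-3p was lower by −10.07 (SE 0.53), hsa-miR-219a-2-3p by −9.23, hsa-miR-129-5p by −8.48 and hsa-miR-383-5p by −8.35. hsa-miR-1-3p had no read in the 6 PBMC libraries and 149 ± 64.1 RPM in the brain. Higher and lower members were 10 and 1 of 12 leukocyte (10 and 0 except in edgeR), 12 and 0 of 12 miR-17 family, 0 and 24 of 24 neuron, 0 and 4 of 4 oligodendrocyte, 2 and 0 of 2 endothelial, 1 and 2 of 3 neuroendocrine (1 and 1 under quantile), 0 and 2 of 2 choroid plexus, 0 and 4 of 4 muscle (0 and 2 under quantile) and 3 and 5 of 9 let-7 miRNAs (4 and 5 under quantile, 4 and 4 under the others). Of 6 erythroid miRNAs 3 were higher and 3 lower: hsa-miR-486-5p was higher by 3.24 and hsa-miR-451a lower by −1.86, in 5 of 6 animals; the list had 4 and 1 under quantile and 2 and 3 in DESeq2. Of the 14q32 cluster 48 of 54 were lower (11 higher and 29 lower under quantile). Of 2 hepatocyte miRNAs 1 was lower, hsa-miR-194-5p by −0.46, which turned to 1.06 under quantile; the list had 1 higher under median of ratios, 2 higher under quantile and 0 past the threshold in edgeR and DESeq2. Adjusted over the list alone, every count was the same. Over all miRNAs, which were kept for their reads in the brain, 332 differed (115 higher, 217 lower). Under quantile 161 were higher and 150 lower, and the median of all moved from −1.32 to 0.06. That median was −1.05 under median of ratios, −1.15 in edgeR and −1.04 in DESeq2. The dendrogram gave branches of 244 and 118 miRNAs. In PBMC 4 of the 244 were higher and 216 lower, and 111 of the 118 were higher and 1 lower. These branches too were drawn from the same libraries, PBMC among them. The median r was 0.124 in the large branch and 0.249 in the small one.

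**Figure D6:**
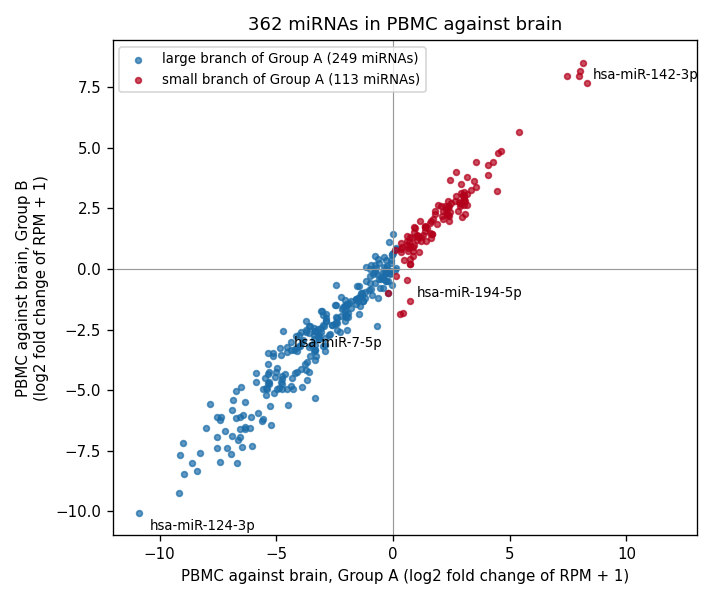
Log2 fold change of RPM + 1 of PBMC against brain in Group A (x axis, n = 4 animals) and Group B (y axis, n = 6 animals), 1 point per miRNA, in red for the small branch of Group A (113 miRNAs) and blue for the large one (249). hsa-miR-142-3p lies at the upper right (8.14 and 8.52), hsa-miR-124-3p at the lower left (−10.86 and −10.07), and the correlation across miRNAs is 0.980.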

Two major branches are again evident in the miRNA dendrogram (left margin): upregulated B.1 (*n* = 243 miRNAs; median *r* = 0.19 between blood and mean brain expression levels) and downregulated B.2 (*n* = 119 miRNAs; median *r* = 0.12). 

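In Group B, 85 of 121 miRNAs of the study's CD14 list were higher in PBMC than in the brain and 21 lower, so 70.2% were higher against 12.4% of the other 241 (Fisher's exact test, two-sided, adjusted P = 3.2e-27 over 20 lists). Higher and lower miRNAs were 87 and 32 of 137 for CD15, 74 and 18 of 105 for CD3 and 85 and 25 of 126 for CD56. The study took these lists from published data on blood cells and restricted them to a branch drawn from these samples, so their direction is not independent evidence. hsa-miR-21-5p, of activated leukocytes, reached 37717 ± 11615 RPM in PBMC and 1361 ± 169 RPM in the brain (SD, n = 6). Within the rebuilt large branch, the running-sum test on the order by r gave adjusted p = 0.0548 for CD14, 0.168 for CD56 and 0.319 for CD15 and CD3. The 37 CD14 members had a median r of 0.373, against 0.0618 for the rest. Here too the random orders take the miRNAs as independent, and the p do not measure the spread between animals. Over all 340 ranked miRNAs the adjusted p was 0.0259 for CD14 and 0.0277 for CD15, CD3 and CD56, and ordered by PBMC RPM, which tests abundance in blood and not correlation, it was 1e-05 for each of these 4, the smallest that 100000 orders can give.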

MSEA for B.1 (Table 5) shows a similar enrichment pattern to A.1, with the top enriched category again being “CD14 expressed” (FDR-adjusted *P* = 2.0 × 10^–3^; *n* = 121 miRNAs), with four other immunity-related categories rounding out the top-five. For B.2, two significant enrichments were observed, both related to Alzheimer’s Disease (AD): “Alzheimer’s Disease deregulated” (FDR-adjusted *P* = 2.7 × 10^–3^; *n* = 25 miRNAs) and “Alzheimer’s Disease upregulated” (FDR-adjusted *P* = 0.013; *n* = 12 miRNAs). 

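The 100 miRNAs higher in PBMC in both groups included hsa-miR-142-5p, hsa-miR-21-5p and hsa-miR-92a-3p, of the miR-17 family, and the 205 lower in both included hsa-miR-9-5p, hsa-miR-128-3p and hsa-miR-127-3p, of the 14q32 cluster. Independent lists would share 32.7 and 131, and 3 miRNAs went opposite ways. The groups have no animal in common. Between the rebuilt large branches of 249 and 244 miRNAs, 237 were shared, against 168 expected (Fisher's exact test P = 4.4e-68), and 106 were shared by the small branches. With the brain libraries alone the branches shared 234, against 236 expected (Fisher's exact test P = 0.80).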

Comparing the miRNA dendrograms from Groups A and B, highly significant overlap was observed for upregulated branches A.1 and B.1 (*n* = 187 shared miRNAs out of 250 and 243 miRNAs, respectively; Fisher’s exact test *P* = 4.6 × 10^–6^), with only approximately half of the miRNAs shared between A.2 and B.2.

Given the well-established regulatory role played by miRNAs in gene expression, the biological implications of the matching A.1 and B.1 clusters were further explored by examining the gene targets of the constituent miRNAs (Supplementary Table 4). For both clusters, the top-enriched gene target is *MYC* (A.1: target of 46 miRNAs, FDR-adjusted *P* = 7.3 × 10^–14^; B.1: target of 45 miRNAs, FDR-adjusted *P* = 7.3 × 10^–14^). Also, among the top-five gene targets are *AGO1* and *EEF1A1* for both clusters, underscoring their overlap in miRNAs. 

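miRNAs that the study lists as targeting MYC, a transcription factor of cell growth, tended to be higher in blood. Of 46 in the Group A list 25 were higher and 14 lower in PBMC than in the brain, so 54.3% were higher against 24.7% of the other miRNAs (Fisher's exact test, two-sided, adjusted P = 1.3e-04 over 20 lists). Of 45 in the Group B list, 26 were higher and 15 lower (57.8% against 28.1%, adjusted P = 1.8e-04). For EEF1A1, a translation elongation factor, 22 of 29 were higher and 4 lower in Group A, and 25 of 29 and 3 in Group B. For AGO1, an Argonaute protein that binds miRNAs, higher and lower were 22 and 16 of 43 in Group A and 23 and 10 of 39 in Group B (6 lower under median of ratios). In the Group A lists of HSPA1B, a heat shock protein, and DNMT1, a DNA methyltransferase, they were 19 and 16 of 41 and 15 and 5 of 23. In the Group B list of BCL2, an inhibitor of apoptosis, they were 12 and 12 of 28 (adjusted P = 0.218). The targets come from a curated database, but the study restricted the lists to a branch drawn from these samples, so their direction is not independent evidence, and no level of a target gene was measured.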

For lists of enriched gene targets with FDR-adjusted *P* < 0.01 (*n* = 1,489 and 1,058, respectively), functional assessment based on the Gene Ontology (GO) database showed the most significant annotations to be the same for both clusters: protein binding (A.1: 1,004 genes, FDR-adjusted *P* = 7.3 × 10^–57^; B.1: 730 genes, FDR-adjusted *P* = 1.6 × 10^–43^); poly(A) RNA binding (A.1: 212 genes, FDR-adjusted *P* = 2.7 × 10^–29^; B.1: 153 genes, FDR-adjusted *P* = 2.0 × 10^–20^); and positive regulation of transcription from RNA polymerase II promoter (A.1: 149 genes, FDR-adjusted *P* = 6.1 × 10^–10^; B.1: 127 genes, FDR-adjusted *P* = 6.0 × 10^–14^).

## Discussion

The relationship between blood and brain miRNA expression activity is not well understood. With various peripheral miRNAs implicated as potential biomarkers for neurological and psychiatric pathologies, it is necessary to discern how these correlate with miRNA expression levels in the brain that are presumably more proximate to underlying etiological mechanisms. In the present study we computed cross-tissue correlations and used PCA, variance components analysis, hierarchical clustering, and enrichment analysis to better understand the relationship between miRNA expression in peripheral blood and 14 cortical (dmPFC, dlPFC, dACC, lOFC, mOFC, PCC, MC, EC, PPC, OC) and subcortical (AMG, PVN, HC, CB) brain regions in baboons. To our knowledge, this is the first study to investigate the transcriptome-wide relationship between blood and brain miRNA expression using *paired* (i.e., within-subject) samples.

Although significantly correlated, our analyses show that miRNA expression profiles from PBMCs are differentiated from corresponding profiles in the brain, with certain brain regions, in particular the cerebellum, exhibiting divergent expression patterns. From Spearman’s pairwise correlation analysis, we found moderate, although highly significant, tissue-wide correlations between miRNAs expressed in blood and in the brain (*r_*s*_* = 0.42–0.55). Prior studies have examined *gene expression* profiles of *independent* blood and brain samples (i.e., from different human subjects), with one study reporting correlations between leukocytes and three brain regions that are lower than our pairwise results (*r* = 0.29–0.32) (Cai et al., 2010); whereas another reported more similar levels of correlation for whole blood and 16 brain regions (Spearman’s *r_*s*_* = 0.51; range *r_*s*_* = 0.44–0.58) (Sullivan et al., 2006). For within-subject correlations of human gene expression the data is more limited, although Rollins et al. (2010) computed a Pearson’s correlation of *r* = 0.64 for PBMCs and cerebellar tissue (Rollins et al., 2010). And in a non-human primate study with a paired sample design similar to the one used here, Jasinska et al. (2009) reported that 429 of 2,481 transcript probes expressed in 12 male vervet monkeys showed blood-brain correlations of *r_*s*_* > 0.55 for at least one of eight examined brain regions (Jasinska et al., 2009). Overall, these results suggest that the levels of correlation between peripheral blood and the brain are broadly similar for miRNA and gene expression activity, likely reflecting the close regulatory relationship between these molecules.

In the tissue-based dendrograms and PCA plots, however, the PBMC samples from both Group A and B animals appear as outliers, with variance components analysis attributing about 10% of the variation in miRNA expression levels to differences between PBMCs and the brain regions (with most stemming from differences between individual miRNAs). Notably, the corresponding miRNA-based dendrograms for each study group appear to mirror each other, both harboring major branches (A.1 and B.1) with extensive upregulation among PBMCs and enrichment for immune-expressed miRNAs among the strongest blood-brain correlates. Given the tree-building UPGMA algorithm is based on a correlation distance, the tightly clustered sub-branches that comprise A.1 and B.1 are indicative of strong co-expression (i.e., linear relationships) between individual miRNA profiles across both the blood and brain samples, although the PBMC expression levels, as highlighted by the heatmap Z-scores, are distinctly elevated relative to the brain tissues (and vice versa for the A.2 and B.2 branches).

MSEA analysis of the A.1 and B.1 branches show an enrichment of miRNAs expressed in CD14+, CD15+, CD19+, CD3+, and CD56+ immune cell types, which are known markers of neuroinflammation and have been increasingly implicated in neurodegenerative and psychiatric disorders. The most significant enrichment in both study groups are for miRNAs expressed in immune cells harboring CD14, a receptor shown to mediate neuroinflammation induced by Alzheimer’s amyloid β peptides (Fassbender et al., 2004) and cerebral ischemia in a mouse model (Zhou et al., 2013). Increased CD14 + levels in serum and cerebrospinal fluid (CSF) have also been associated with schizophrenia and bipolar disorder risk (Jakobsson et al., 2015; Johansson et al., 2017). Similarly, for the other immune cell types implicated in the MSEA analysis of miRNA blood-brain correlates, significant aberrations in cell subpopulation levels have been reported for various neurological and psychiatric conditions, both in brain tissue (Busse et al., 2012; Geng and Huang, 2021; Troscher et al., 2021) and peripheral blood samples (Schleifer et al., 2002; Richartz-Salzburger et al., 2007; Miller et al., 2013; Cacabelos et al., 2016; Rocha et al., 2018; Furlan et al., 2019; Pietruczuk et al., 2019), including major depression, schizophrenia, epilepsy, bipolar disorder and Parkinson’s disease, among others, further suggesting a broad, pathophysiological role for changes in inflammation profiles.

The gene targets of the miRNAs comprising the A.1 and B.1 dendrogram branches also provide insight. For both, *MYC* is the top enriched gene, the target of 46 and 45 miRNAs, respectively. The gene encodes c-Myc, a nuclear phosphoprotein and “master” transcription factor that regulates growth-related genes, including *VEGFA* and biological pathways that promote angiogenesis and endothelial cell growth (Shi et al., 2014; Kim et al., 2015). Interestingly, in a recent study examining neural stem cells (NSC) and their transition from quiescence to activation, c-Myc was found to be dynamically expressed during the transition, with increased levels during activation that coordinate cell cycle and mitochondrial reprogramming (Cai et al., 2021). NSC activation switching is a focal regulatory point for neurogenesis and promotes plasticity in existing circuitry by making new synaptic contacts with mature neurons (Bond et al., 2015; Urban et al., 2019), with implications for learning, memory formation, and executive function. GO-term annotation analysis of *MYC* and the other top gene targets for the A.1 and B.1 miRNAs showed enrichment for gene functions related to protein and poly(A) binding and transcription regulation, a likely signature of the complex, multilevel regulation of gene expression by miRNAs (Makeyev and Maniatis, 2008).

Transcriptomic profiles have been reported for different regions within the brain, revealing distinct gene expression patterns, suggesting that any blood-brain relationship in miRNA expression is likely varied by brain tissue type. Analyzing microarray data for six neurotypical adults and 191 brain structures from the Allen Brain Atlas, Negi and Guda (2017) demonstrated through hierarchical clustering that the cerebellum has the most distinguishable gene expression patterns compared to other brain regions (Negi and Guda, 2017), with tissue-specific blocks of up- and downregulated genes. This is consistent with the hierarchical clustering of miRNA expression presented here, as the cerebellum also exhibits distinctive signatures of up- and downregulated miRNAs, and whose outlier status among brain regions is further evident from the PCA plots. Within the major A.1 and B.1 dendrogram clusters, the cerebellum samples exhibit strong upregulation for three particular subclusters (*n* = 109 miRNAs), corresponding to the wider upregulation observed for the PBMC samples. 

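In the large branch of Group B's rebuilt clusters, the cerebellum was higher than the other regions for 51 miRNAs and lower for 158, and in the small branch for 36 and 58. Under median of ratios these were 82 and 112, and 59 and 38, so the direction of the small branch turned, as it did under the other scalings. Of miRNAs abundant in PBMC, the cerebellum was lower in hsa-miR-21-5p, by a log2 of −1.06 (SE 0.09, adjusted p = 9.7e-06 from limma, lower in 5 of 5 animals), and in hsa-miR-92a-3p by −1.16, and higher in hsa-miR-25-3p by 0.33 and in hsa-let-7a-5p by 0.57.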

Gene targets were re-identified for the miRNAs comprising these subclusters, with *MYC* again emerging as the top-enriched target (FDR-adjusted *P* = 9.9 × 10^–5^). GO-term annotation analysis of the top targets (*n* = 116; FDR-adjusted *P* < 0.01) showed the most significant functional enrichment to be again for protein binding (FDR-adjusted *P* = 2.5 × 10^–6^), as well as positive regulation of smooth muscle cell proliferation (FDR-adjusted *P* = 1.5 × 10^–4^), a key component of regulating neurovascular contractility and blood-brain barrier integrity (Hill et al., 2015).

Lastly, we examined expression levels of individual miRNAs for correlations between blood and brain (using the mean of the different regions) to better understand their suitability as peripheral biomarkers for brain-related conditions. However, given the small sample sizes and hence limited statistical power, only one miRNA (hsa-miR-99b-5p) emerged as significantly correlated (after Bonferroni correction) between blood and brain samples from Group A animals. In humans, increased expression of hsa-miR-99b-5p within PBMCs has been associated with pediatric multiple sclerosis (Liguori et al., 2018). miR-99b-5p has also been found to be abnormally expressed in the brains of a mouse model for Alzheimer’s disease, affecting neuron survival *via* the mTOR pathway in response to amyloid β-induced endoplasmic reticulum stress (Ye et al., 2015) and has been implicated in rat models of stress resilience (Chen et al., 2015) and transient cerebral ischemia (Altintas et al., 2016). We identified a limited number of miRNAs showing *nominally* significant blood-brain correlations across both study groups (hsa-let-7d-5p, hsa-miR-30c-5p, hsa-miR-182-5p, hsa-miR-194-5p and hsa-miR409-5p), all of which have been previously implicated as peripheral biomarkers of various psychiatric or neurological disorder, or within animal models of brain-related disorders (e.g., Zhou et al., 2009; Tan et al., 2014; Vallelunga et al., 2014; Wang et al., 2015; Maffioletti et al., 2016; Toyama et al., 2017; Bahi and Dreyer, 2020; Brennan et al., 2020; Qi et al., 2020; Levitskiy et al., 2021). However, the permissive statistical significance level of these miRNA correlations precludes any firm conclusions to be drawn about their suitability as potential peripheral biomarkers.

Overall, the results of the study reveal significant blood-brain correlations in miRNA expression profiles in baboons on a tissue-wide level, but with evidence of some differentiation, as the pairwise correlations among the 14 examined brain regions are markedly stronger, indicated by the outlying positions of PBMC samples within UPGMA dendrograms and PCA plots. However, a major miRNA co-expression cluster was identified in the dendrograms of each study group, both exhibiting global upregulation among PBMCs and enrichment for miRNAs expressed in immune cell types, with gene targets functionally annotated for different aspects of gene expression regulation. The study is limited by its small sample size and the assessment of only peripheral blood cells, as other sources (e.g., plasma, CSF, saliva, urine) may provide additional insight into the use of peripheral tissues as biomarkers of brain-related miRNA expression. Thus, future studies investigating this research question should aim to profile and analyze miRNA expression in a wider array of peripheral tissues from a larger cohort of animals. Nonetheless, the data generated here provides preliminary evidence of blood-brain correlations and that changes in peripheral miRNA expression patterns, including ones that potentially impact neuroinflammation, multilevel gene regulation, and c-Myc-mediated processes, may also reflect changes in the brain within the same subject.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/search/all/?term=GSE190675.

## Ethics Statement

The animal study was reviewed and approved by Texas Biomedical Research Institute Institutional Animal Care and Use Committee (IACUC).

## Author Contributions

MC devised the project and coordinated RNA extraction and miRNA sequencing. DC and CL performed the tissue collection and brain dissection. MK, SP, and JN processed the miRNA expression data and performed statistical analyses. MK and MC took the lead in writing the manuscript with assistance from SP, AK, and ED. DC, AK, CL, and PN provided critical feedback that helped shape the study design and the conclusions drawn from the data. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Blood-Based miRNA Biomarkers as Correlates of Brain-Based miRNA Expression
**Source:** Front Mol Neurosci. 2022 Mar 22;15:817290. doi: 10.3389/fnmol.2022.817290
**Supplement:** Supplementary file 4

**Supplementary Table 2.** Results of variance components analysis of miRNA expression data for Groups A and B combined.

| **Group A and B (n=10)** | | | |
| --- | --- | --- | --- |
| **Component Name** | **Variance Component** | **% Total** | **95% Confidence Interval*** |
| Group | 0 | 0 | 0, 0 |
| Group: Animal** | 0.00010 | 0.009 | 0, 0.00030 |
| Tissue Type | 0.11 | 10.2 | 0, 0.42 |
| Tissue Type: Brain Region** | 0.0090 | 0.8 | 0.0020, 0.016 |
| miRNA | 0.79 | 73.8 | 0.67, 0.90 |
| Error | 0.17 | 15.9 | 0.17, 0.17 |
| TOTAL | 1.07 | 100.0 | 0.81, 1.50 |

Fixed effects: intercept=2.05; age=-0.0031; sex=-0.061.

* 95% confidence interval: lower confidence limit, upper confidence limit.

** Animal subjects nested within study group, and brain regions nested within tissue type.

# Supplementary material for: Blood-Based miRNA Biomarkers as Correlates of Brain-Based miRNA Expression
**Source:** Front Mol Neurosci. 2022 Mar 22;15:817290. doi: 10.3389/fnmol.2022.817290
**Supplement:** Supplementary file 6

**Supplementary Table 4.** Top-five enriched gene targets among miRNAs comprising UPGMA dendogram clusters A.1 and B.1.

| **Cluster A.1** | | | | |
| --- | --- | --- | --- | --- |
| **Gene Target** | **Observed*** | **Expected** | ***P*-value**** | **miRNAs** |
| *MYC* | 46 | 11.8 | 7.3 × 10^-14^ | hsa-let-7i-5p; hsa-miR-451a; hsa-miR-423-5p; hsa-miR-16-2-3p; hsa-miR-92a-3p; hsa-miR-378a-3p; hsa-miR-148a-3p; hsa-miR-148a-5p; hsa-miR-93-5p; hsa-let-7f-5p; hsa-miR-25-3p; hsa-miR-30d-3p; hsa-miR-20a-5p; hsa-miR-17-5p; hsa-miR-23a-3p; hsa-miR-126-5p; hsa-miR-186-5p; hsa-miR-155-5p; hsa-miR-185-5p; hsa-miR-30e-3p; hsa-miR-19a-3p; hsa-miR-21-5p; hsa-miR-106b-5p; hsa-miR-16-5p; hsa-let-7g-5p; hsa-miR-24-3p; hsa-let-7a-5p; hsa-let-7d-5p; hsa-miR-29a-3p; hsa-miR-129-2-3p; hsa-miR-335-5p; hsa-miR-487b-3p; hsa-miR-323a-3p; hsa-miR-130a-3p; hsa-miR-377-5p; hsa-miR-212-3p; hsa-miR-125a-3p; hsa-let-7e-5p; hsa-miR-34a-5p; hsa-miR-33a-5p; hsa-miR-30c-5p; hsa-miR-30d-5p; hsa-miR-33b-5p; hsa-let-7b-5p; hsa-let-7c-5p; hsa-miR-324-3p |
| *AGO1* | 43 | 11.1 | 7.3 × 10^-13^ | hsa-let-7i-5p; hsa-miR-423-3p; hsa-miR-92a-3p; hsa-miR-93-3p; hsa-miR-378a-3p; hsa-miR-484; hsa-miR-19b-3p; hsa-miR-93-5p; hsa-let-7f-5p; hsa-miR-25-3p; hsa-miR-194-5p; hsa-miR-652-3p; hsa-miR-20a-5p; hsa-miR-17-5p; hsa-miR-186-5p; hsa-miR-148b-3p; hsa-miR-185-5p; hsa-miR-130b-3p; hsa-miR-19a-3p; hsa-miR-106b-5p; hsa-let-7g-5p; hsa-let-7a-5p; hsa-let-7d-5p; hsa-miR-29a-3p; hsa-miR-326; hsa-miR-197-3p; hsa-miR-193b-3p; hsa-miR-628-3p; hsa-miR-324-5p; hsa-miR-107; hsa-miR-877-5p; hsa-miR-149-5p; hsa-miR-421; hsa-miR-1251-5p; hsa-miR-212-3p; hsa-let-7e-5p; hsa-miR-34a-5p; hsa-miR-30c-5p; hsa-miR-30d-5p; hsa-let-7b-5p; hsa-let-7c-5p; hsa-miR-328-3p; hsa-miR-330-3p |
| *HSPA1B* | 41 | 11.0 | 1.4 × 10^-11^ | hsa-miR-7977; hsa-miR-130b-5p; hsa-miR-423-3p; hsa-miR-92a-3p; hsa-miR-378a-3p; hsa-miR-425-3p; hsa-miR-10a-5p; hsa-miR-484; hsa-miR-25-3p; hsa-miR-7-1-3p; hsa-miR-652-3p; hsa-miR-340-5p; hsa-miR-424-5p; hsa-miR-15b-5p; hsa-miR-505-3p; hsa-miR-339-5p; hsa-miR-15a-5p; hsa-miR-142-3p; hsa-miR-106b-5p; hsa-miR-16-5p; hsa-miR-331-3p; hsa-miR-326; hsa-miR-664a-3p; hsa-miR-197-3p; hsa-miR-193b-3p; hsa-miR-324-5p; hsa-miR-149-5p; hsa-miR-335-5p; hsa-miR-361-5p; hsa-miR-495-3p; hsa-miR-212-3p; hsa-miR-330-5p; hsa-miR-181c-5p; hsa-miR-181d-5p; hsa-miR-34a-5p; hsa-miR-1296-5p; hsa-miR-30d-5p; hsa-miR-22-3p; hsa-let-7b-5p; hsa-miR-328-3p; hsa-miR-324-3p |
| *DNMT1* | 23 | 3.7 | 2.7 × 10^-11^ | hsa-miR-1260b; hsa-miR-92a-3p; hsa-miR-148a-3p; hsa-miR-484; hsa-miR-19b-3p; hsa-miR-342-3p; hsa-miR-20a-5p; hsa-miR-17-5p; hsa-miR-126-3p; hsa-miR-18a-5p; hsa-miR-155-5p; hsa-miR-148b-3p; hsa-miR-185-5p; hsa-miR-140-5p; hsa-miR-19a-3p; hsa-miR-29a-3p; hsa-miR-30b-5p; hsa-miR-193b-3p; hsa-miR-149-5p; hsa-miR-377-3p; hsa-miR-30c-5p; hsa-miR-152-3p; hsa-let-7c-5p |
| *EEF1A1* | 29 | 6.5 | 4.4 × 10^-10^ | hsa-miR-423-3p; hsa-miR-1260b; hsa-miR-92a-3p; hsa-miR-93-3p; hsa-miR-484; hsa-miR-93-5p; hsa-miR-25-3p; hsa-miR-652-3p; hsa-miR-15b-5p; hsa-miR-17-5p; hsa-miR-18a-5p; hsa-miR-186-5p; hsa-miR-26b-5p; hsa-miR-185-5p; hsa-miR-505-3p; hsa-miR-339-5p; hsa-miR-30e-5p; hsa-miR-106b-5p; hsa-miR-16-5p; hsa-miR-361-3p; hsa-let-7g-5p; hsa-miR-340-3p; hsa-miR-24-3p; hsa-miR-197-3p; hsa-miR-877-5p; hsa-miR-421; hsa-miR-30c-5p; hsa-let-7b-5p; hsa-miR-324-3p |
| **Cluster B.1** | | | | |
| **Gene Target** | **Observed*** | **Expected** | ***P*-value**** | **miRNAs** |
| *MYC* | 45 | 11.3 | 8.0 × 10^-14^ | hsa-let-7i-5p; hsa-let-7d-5p; hsa-let-7f-5p; hsa-miR-126-5p; hsa-let-7g-5p; hsa-miR-148a-3p; hsa-miR-148a-5p; hsa-miR-30e-3p; hsa-miR-186-5p; hsa-miR-19a-3p; hsa-miR-16-5p; hsa-miR-25-3p; hsa-miR-21-5p; hsa-miR-378a-3p; hsa-miR-185-5p; hsa-miR-92a-3p; hsa-miR-93-5p; hsa-miR-106b-5p; hsa-miR-17-5p; hsa-miR-20a-5p; hsa-miR-423-5p; hsa-miR-23a-3p; hsa-miR-155-5p; hsa-miR-16-2-3p; hsa-miR-30d-3p; hsa-miR-24-3p; hsa-miR-29a-3p; hsa-let-7a-5p; hsa-miR-33a-5p; hsa-miR-320b; hsa-miR-455-3p; hsa-miR-7-5p; hsa-miR-30c-5p; hsa-miR-30d-5p; hsa-miR-222-3p; hsa-miR-135a-5p; hsa-miR-130a-3p; hsa-miR-323a-3p; hsa-miR-487b-3p; hsa-miR-377-5p; hsa-miR-324-3p; hsa-miR-34c-5p; hsa-miR-451a; hsa-miR-33b-5p; hsa-miR-151a-5p |
| *AGO1* | 39 | 10.6 | 2.2 × 10^-10^ | hsa-let-7i-5p; hsa-let-7d-5p; hsa-miR-484; hsa-let-7f-5p; hsa-let-7g-5p; hsa-miR-148b-3p; hsa-miR-186-5p; hsa-miR-19a-3p; hsa-miR-19b-3p; hsa-miR-25-3p; hsa-miR-378a-3p; hsa-miR-185-5p; hsa-miR-130b-3p; hsa-miR-197-3p; hsa-miR-92a-3p; hsa-miR-93-5p; hsa-miR-106b-5p; hsa-miR-652-3p; hsa-miR-17-5p; hsa-miR-20a-5p; hsa-miR-423-3p; hsa-miR-93-3p; hsa-miR-29a-3p; hsa-miR-26a-5p; hsa-let-7a-5p; hsa-miR-194-5p; hsa-miR-455-3p; hsa-miR-30c-5p; hsa-miR-30d-5p; hsa-miR-146b-5p; hsa-miR-421; hsa-miR-628-3p; hsa-miR-1251-5p; hsa-miR-103a-3p; hsa-miR-218-5p; hsa-miR-219a-2-3p; hsa-miR-326; hsa-miR-151a-5p; hsa-miR-138-5p |
| *PTEN* | 40 | 11.3 | 2.5 × 10^-10^ | hsa-miR-182-5p; hsa-miR-486-5p; hsa-miR-10a-5p; hsa-miR-19a-3p; hsa-miR-19b-3p; hsa-miR-32-5p; hsa-miR-142-5p; hsa-miR-25-3p; hsa-miR-21-3p; hsa-miR-21-5p; hsa-miR-130b-3p; hsa-miR-18a-5p; hsa-miR-92a-3p; hsa-miR-93-5p; hsa-miR-425-5p; hsa-miR-106b-3p; hsa-miR-106b-5p; hsa-miR-17-3p; hsa-miR-17-5p; hsa-miR-20a-5p; hsa-miR-23a-3p; hsa-miR-155-5p; hsa-miR-26b-5p; hsa-miR-29a-3p; hsa-miR-22-3p; hsa-miR-26a-5p; hsa-miR-29c-3p; hsa-miR-29a-5p; hsa-miR-105-5p; hsa-miR-222-3p; hsa-miR-221-3p; hsa-miR-103a-3p; hsa-miR-377-3p; hsa-miR-130a-3p; hsa-miR-543; hsa-miR-382-5p; hsa-miR-376a-5p; hsa-miR-181a-5p; hsa-miR-181b-5p; hsa-miR-144-3p |
| *EEF1A1* | 29 | 6.3 | 2.6 × 10^-10^ | hsa-miR-484; hsa-miR-340-3p; hsa-let-7g-5p; hsa-miR-30e-5p; hsa-miR-186-5p; hsa-miR-16-5p; hsa-miR-25-3p; hsa-miR-361-3p; hsa-miR-185-5p; hsa-miR-339-5p; hsa-miR-197-3p; hsa-miR-1260b; hsa-miR-18a-5p; hsa-miR-92a-3p; hsa-miR-93-5p; hsa-miR-106b-5p; hsa-miR-652-3p; hsa-miR-15b-5p; hsa-miR-17-5p; hsa-miR-423-3p; hsa-miR-26b-5p; hsa-miR-505-3p; hsa-miR-93-3p; hsa-miR-24-3p; hsa-miR-455-3p; hsa-miR-30c-5p; hsa-miR-421; hsa-miR-221-3p; hsa-miR-324-3p |
| *BCL2* | 28 | 6.3 | 1.4 × 10^-9^ | hsa-miR-182-5p; hsa-miR-126-3p; hsa-miR-148a-3p; hsa-miR-15a-5p; hsa-miR-16-5p; hsa-miR-21-5p; hsa-miR-18a-5p; hsa-miR-15b-5p; hsa-miR-17-5p; hsa-miR-20a-5p; hsa-miR-24-2-5p; hsa-miR-29a-3p; hsa-miR-29c-3p; hsa-let-7a-5p; hsa-miR-192-5p; hsa-miR-204-5p; hsa-miR-30b-5p; hsa-miR-7-5p; hsa-miR-139-5p; hsa-miR-135a-5p; hsa-miR-103a-3p; hsa-miR-376c-3p; hsa-miR-34c-5p; hsa-miR-211-5p; hsa-miR-181a-5p; hsa-miR-181b-5p; hsa-miR-451a; hsa-miR-33b-5p |

Gene targets of miRNAs comprising UPGMA dendrogram clusters A.1 and B.1 were identified from miRTarBase, a curated database of miRNA-target interactions. Over-representation analysis (i.e., Fisher’s exact test) was performed on these target lists using the online tool miEAA.

*Number of miRNAs in A.1 or B.1 cluster that target gene.

**Adjustment using Benjamini-Hochberg approach.

How the deposited data were processed for this re-analysis (not part of the article)

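Small RNA sequencing of PBMC and 14 brain regions from 10 baboons was used: 31 libraries of Group A (4 animals) and 45 of Group B (6 animals). The authors could not obtain the amygdala of A4, and values of 3 other brain libraries, which they left out, were not analysed here. According to the methods, the authors trimmed adapters, aligned reads with bowtie in mirDeep2 (versions not stated) to human miRBase v21 with 0 mismatches, left out libraries under 500000 mapped reads, and kept miRNAs with at least 10 reads in 80% of brain samples. The deposited RPM values were scaled by the authors to the mapped miRNA reads of each library, with the sequencing runs of a library combined. The deposited count per miRNA is a total read count that the authors summed over the 76 libraries, with no scaling. All columns that hold a library were used (0 left out).

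The total of each library was found as the number, searched from 0.3 to 8 M reads in steps of 25 reads and then refined, at which RPM values up to 200.0 become whole reads. In each of the 76 libraries 100% of these values came out whole within 0.1 reads, and the recovered reads of each miRNA added up to 0.999907 to 1.0001 times the deposited total. Depth per library and what a count of 0 allows (floor of 3 counts) are given with the first passage. The 362 miRNAs made up 73.3 ± 1.40% of the recovered totals in PBMC of Group A and 75.1 ± 0.417% in PBMC of Group B (SD, n = 4 and 6).

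PBMC were compared with the mean of an animal's brain libraries, and PVN, CB and OC with the mean of its other brain libraries (for the OC without the CB), with limma 3.58.1 on log2(RPM + 1), the animal as a block, and Benjamini-Hochberg adjustment over 362 miRNAs at 0.05. The labels name the animal of every library, so the pairs are from the same animal. As a check, the deviations of both values of an animal from their means over animals were correlated over miRNAs with a mean above 50 RPM: r was 0.353 to 0.606 for blood in Group A, −0.147 to 0.328 in Group B, 0.461 to 0.872 for the PVN, 0.468 to 0.636 for the CB and 0.565 to 0.869 for the OC. Count tests on the recovered whole reads ran as alternatives. They took every library of an animal as a separate value with the animal as a block, while limma took the mean of an animal's libraries. The count tests thus treat regions of an animal as replicates, which they are not. edgeR 4.0.16 (quasi-likelihood, TMM) called 329, 328, 234, 279 and 154 miRNAs and DESeq2 1.42.0 called 331, 324, 242, 282 and 155, for blood in Groups A and B, PVN, CB and OC. DESeq2 gave no adjusted p for hsa-miR-10a-5p in blood of Group A, hsa-miR-486-5p in blood of Group B, and hsa-miR-34c-5p and hsa-miR-375 in the PVN.

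Blood-brain correlations took Pearson's r over animals between PBMC RPM and the mean RPM of the brain libraries, with the one-sided 0.05 rule of the paper, exact permutation p for named miRNAs of Group B, and all 24 pairings in Group A or 100 of 720 in Group B. Tissue means were compared by Spearman's r_s, PCA used centred and scaled RPM, miRNA branches came from average linkage on 1 minus Pearson's r and library dendrograms from 1 minus Spearman's r. Variance components were fitted to log10(RPM + 1) by REML in lme4 1.1.37. The paper adjusted for age and sex, which was not done here as no age or sex per animal was used. The study's miRNA lists were tested by a running sum with 100000 random orders, in place of the database the paper used.

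Named miRNAs followed a rule set beforehand. For each limma comparison these were the 5 higher and 5 lower miRNAs with the largest log2 fold change among those with adjusted p under 0.05 and the same direction in every animal, and up to 3 members of each list with the highest mean RPM over the libraries compared. For correlations they were every miRNA the paper names and the 3 with the highest r in each group. Other miRNAs that the text names, among them the highest of each tissue, PCA loadings and examples, were chosen after their values were seen. The 12 lists were leukocyte, erythroid, miR-17 family clusters, neuron, oligodendrocyte, endothelial, neuroendocrine, choroid plexus, muscle, hepatocyte, 14q32 imprinted cluster and let-7 family.

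Alternatives were no animal block, a pseudocount of 0.1 or 10 RPM, a mean of at least 10 RPM, median of ratios, quantile normalization, edgeR, DESeq2, all libraries as separate values, and each animal left out. For the other results they were the log2 scale, Spearman's rho, the regions present in every animal, the median over animals, the 14q32 list left out, other scalings in the PCA, interactions, zeros left out, complete linkage, brain libraries only, and other orders of the miRNAs. Leaving out the amygdala and mOFC libraries of A3, and the difference between the groups under median of ratios and quantile normalization, were added after seeing the data.

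The tests were tried on simulated data, 362 miRNAs of which 200 were changed. limma was given normal values drawn from its own fitted model, with a shift per animal. edgeR and DESeq2 were given counts per library, with no likeness between libraries of the same animal. The methods thus did not see the same data. The rates do not show how edgeR and DESeq2 fare when libraries of an animal are alike. At a log2 change of 1 and of 2, limma recovered 95% and 100% in blood of Group A (2.99% of calls false), 91% and 98% in blood of Group B (1.56%), 100% and 100% in the PVN (2.91%) and CB (0.990%), and 99% and 100% in the OC (4.33%). In the same order at a change of 1, edgeR recovered 78%, 91%, 91%, 95% and 99%, and DESeq2 81%, 91%, 92%, 95% and 99%; at a change of 2 both recovered 98% or more. With a true r of 0 the one-sided rule passed 4.93% of 20000 simulated miRNAs with 4 animals and 4.81% with 6, and with a true r of 0.9 61.9% and 89.9%. The running sum passed 7.5% of 40 random lists and 85% of 20 lists drawn with odds toward the top. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3.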

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

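The tests on a library batch and on A4 itself, that on PBMC RNA, those on the A3 amygdala and mOFC libraries, and other scalings of the difference between the groups, were chosen after the result was seen. Distances of 1 animal from the rest are the gap to the nearest animal divided by the range of the group. Of 90 groups of 4 to 6 animals examined, 13 had an animal beyond Dixon's 95% limit; chance gives about 1 in 20, which is 4.5 here.

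Among the miRNAs of Group A named for a high r, A4 stood apart for 3 in both tissues. With 4 animals a high r favours 1 animal far out in both, and other miRNAs were not examined for this distance in PBMC and brain. Of 347 miRNAs, 327 lay within 1 on the log2 scale in the brain of A4 against A1 to A3. hsa-miR-1271-5p was 124 RPM in its PBMC against 0.82 to 3.79 RPM in A1 to A3 (distance 0.976) and 159 RPM in its brain against 5.22 to 17.5 RPM (0.920). hsa-miR-409-5p was 75.5 RPM in PBMC against 0.61 to 2.75 RPM (0.971) and 322 RPM in the brain against 9.21 to 41.3 RPM (0.897). hsa-miR-99b-5p had distances of 0.927 in PBMC and 0.926 in the brain. The mean PC3 score of A4 was 8.33 against −3.19 to −1.74 (0.874). With the miRNAs that shift by more than 1 on the log2 scale left out, the deviations of A4 still correlated between its brain regions at 0.483 (0.752 with all miRNAs, at most 0.330 in another animal), which argues against sequence variants in single miRNAs as the whole pattern. The shift of A4 in 5 cortical regions correlated over miRNAs with the difference between the cortex of Group B and that of A1 to A3 at 0.548 (at most 0.121 in A1 to A3), so a difference between library batches is a candidate explanation, although neither the paper nor the labels state one. A difference of the animal itself cannot be told apart from this: the amygdala of A2 and A3 moved along the same miRNAs against A1, with slopes of 0.517 and 0.267 (at most 0.160 in their other regions), which is over the bound of 0.5 in A2 alone. No other biological explanation was tested.

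The amygdala and mOFC libraries of A3 each lay toward the other region. Over miRNAs, amygdala minus mOFC of A3 had a slope of −0.417 on the mean difference of A1 and A2, and its r was −0.685 with A1 and −0.394 with A2, while A1 and A2 had an r of 0.736 with each other. Exchanged labels would give a slope near −1 and mixed tissue one nearer 0; as the slopes on A1 and A2 alone, −0.536 and −0.246, lie on both sides of the bound set between them, these explanations cannot be told apart. A biological difference of A3 was not tested.

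hsa-miR-194-5p had the highest r between blood and brain in Group B. Its r stayed at 0.916 over the regions present in all 6 animals and at 0.970 or more without any 1 animal, against 0.974 over all, which argues against unequal sets of regions and against a single animal as its cause. RNA of PBMC left in the brain could bring at most 0.3003% of its brain level in any animal, with the amount capped by hsa-miR-150-5p, hsa-miR-142-3p and hsa-miR-223-3p, which argues against it. Shared control of the gene in both tissues, or RNA of red cells or plasma in the brain, stay open and were not tested. The miRNA also differed between the groups: blood against brain was 0.58 in Group A and −0.46 in Group B, a difference of 1.04 (SE 0.17, adjusted p = 0.0026 from limma over 362 miRNAs); that of Group B turned positive under quantile normalization, at 1.06, where the difference was 1.56 (adjusted p = 2.1e-04), and it was 1.51 (adjusted p = 0.0019) under median of ratios.

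hsa-miR-149-5p also differed between the groups, at −8.99 in Group A and −7.17 in Group B (difference −1.82, SE 0.31, adjusted p = 0.0030 from limma; −1.45, adjusted p = 0.0133, under median of ratios and −0.79, adjusted p = 0.0541, under quantile). Sex, age, brain regions, tissue freezing and euthanasia differ between the groups, so neither difference can be assigned to one of them. In Group B, B4 stood at 673 RPM of hsa-miR-182-5p in PBMC against 43.8 to 133 RPM (distance 0.859), and B2 at 372 RPM of hsa-miR-409-5p against 57.9 to 165 RPM (0.658). B2 also had a mean PC2 score of −1.82 against 0.0055 to 0.60 (0.754); this animal has no cerebellum library here, and the cerebellum scores highest on PC2. Its blood-brain difference of hsa-miR-150-5p was 8.57 against 7.94 to 8.15 on the log2 scale (0.677). In Group A, A2 had −10.13 for hsa-miR-124-3p in blood against brain, the others −11.21 to −11.04 (0.842), and A4 had −1.93 for hsa-miR-128-2-5p in the PVN, the others −1.57 to −1.53 (0.919).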

How the results depend on the processing

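Alternatives that leave out the amygdala and mOFC libraries of A3, and other scalings of the difference between the groups, were chosen after the result was seen; the others were set beforehand. Of 517 alternative values for 59 summary results, 423 stayed as they were and 94 did not. Counts had to move by no more than 1.5 times and levels by no more than the replicate spread. List tests had to keep their direction and their side of the threshold. The rule for counts did not look at direction, so a turn of the split into higher and lower, as in the PVN, is not among the 94. No limma count moved by over 1.5 times: the number of miRNAs past the threshold ran from 310 to 331 for blood against brain in Group A, 311 to 334 in Group B, 220 to 261 for the PVN, 277 to 309 for the CB and 147 to 223 for the OC. Because the compared libraries come from the same animals, the fits hold the animal as a block. Without this block the counts were 316, 330, 220, 285 and 160 in the same order, and of 201 values of named miRNAs 16 were no longer past the threshold (11 in the OC, 4 in the PVN and 1 in blood of Group B); it changed no other call of a named miRNA. A pseudocount of 0.1 RPM changed no call among the 201. On whole reads, edgeR gave another side of the threshold or direction for 18 weaker, 16 stronger and 10 reversed of 201 values, and DESeq2 for 15, 18 and 13 of 197. Leaving out 1 animal left 926 of 964 values as they were, with 34 weaker, 4 stronger and none reversed. Of 320 member counts of lists, 37 moved by over 1.5 times. Depth limits the low miRNAs most in PBMC of Group B, where a count of 0 allows up to 4.24 RPM and 22 miRNAs had no reads, so a difference under that level was not detectable. Unless its construction shows it (fewer animals or libraries, or more miRNAs ranked), the cause was not tested for any change.

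As the values are paired by animal, the limma counts were set against the other splits that part every pair. For blood against brain in Group B this excludes chance at the 0.05 level (1 of 32 splits): the real split gave 332 miRNAs and the highest other 0; among splits that leave pairs together the highest was 263, in one that kept 4 of 6 pairs as they are. For the other 4 comparisons such splits are too few for a share under 0.05, 8 for blood of Group A and the PVN and 16 for the CB and OC. The real splits gave 322, 261, 303 and 216 miRNAs, and the highest other was 0 for each. For correlations per miRNA, other pairings of blood with brain were counted. In Group A the true pairing gave 39 and so did 1 other, so 2 of 24 reached it and chance was not excluded. In Group B the true pairing gave 44 and the highest other 49, and 3 of 100 pairings had 44 or more. That share of 0.03 is under 0.05, but it rests on a random draw, as not all 720 pairings were run.

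By Spearman's rho, 24 miRNAs passed the one-sided rule in Group A, 29 in Group B and 1 in both groups. The number shared was 3 over the regions present in every animal, 2 under median of ratios and 3 to 6 without 1 animal (3 without A3). Without 1 animal the Group A count was 22 to 35, lowest without A4, and its median r 0.209 to 0.560, highest without A1. On brain libraries alone the small branch of Group A held 40 miRNAs. Median r_s of PBMC with brain in Group A was 0.511 as the median over animals, 0.559 among miRNAs of at least 10 RPM and 0.487 without the 14q32 list, and in Group B 0.533 without that list. That of the PVN with other regions was 0.960 at 10 RPM, 0.941 without the 14q32 list, 0.922 to 0.932 without 1 animal (lowest without A3) and 0.922 without the amygdala and mOFC of A3. At 10 RPM, r_s in Group B was 0.985 between brain regions, 0.917 for the CB with other regions and 0.989 among the other 6 regions.

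PCA shares are given for RPM not scaled, scaled log2 values and log2 values not scaled. PC1 carried 65.9%, 65.6% and 82.9% in Group A, 71.5%, 62.9% and 79.3% in Group B and 61.1%, 59.4% and 75.4% in both. PC2 carried 14.1%, 13.2% and 7.88% in Group A, 17.7%, 13.4% and 10.005% in Group B and 14.6%, 10.95% and 8.60% in both. PC3 carried 10.03% and 3.10% in Group A and 9.84% and 4.54% in both for values not scaled, and 4.02%, 4.72% and 2.59% in Group B. Without 1 animal PC1 was 49.4% to 50.7% in Group A and 51.3% to 51.8% in Group B, PC2 of Group B 14.98% to 16.9% and PC3 7.14% to 8.06%.

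When the blood-brain difference was compared between the groups, 33 miRNAs lay above Group B in Group A and 19 below under median of ratios, and 28 above under quantile, against 5 and 38 in RPM. Of the variance components, the miRNA took 48.4% with interactions, 66.2% with 0.1 RPM added and 76.2% with zeros left out in Group A, 53.2%, 70.2% and 82.3% in Group B and 50.5%, 67.6% and 77.97% in both; without 1 animal it was 72.9% to 73.5% in Group A. Tissue type took 9.09%, 16.5% and 8.38%, then 5.94%, 12.1% and 2.99%, then 7.46%, 14.1% and 5.03%. Region within tissue type took 0.451% with interactions and 0.4999% with 0.1 RPM in Group A, 0.471% with interactions and 0.685% with zeros left out in Group B, and 1.29% with zeros left out in both.

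The adjusted p of the lymphocyte proliferation list was 0.107 by Spearman's rho and 0.105 by PBMC RPM. Ordered by PBMC RPM, which tests abundance in blood and not correlation, the CD14 (whose running sum turned positive), CD15, CD3 and CD56 lists of Group A reached 1.2e-05 and those of Group B 1.0e-05, the smallest the random orders can give. Over all miRNAs of Group B it was 0.0259 for CD14 and 0.0277 for CD15, CD3 and CD56.

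Log2 fold changes of named miRNAs that changed sign under another scaling follow. In blood of Group A, hsa-miR-101-3p went to 0.61 under median of ratios, 0.54 in edgeR and 0.62 in DESeq2; under quantile hsa-miR-375 went to 0.43, hsa-miR-499a-5p to 0.49 and hsa-let-7a-5p to −0.60. In blood of Group B, hsa-miR-375 went to 0.48 and hsa-miR-194-5p to 1.06 under quantile. In the CB, hsa-miR-451a went to 0.00025 and hsa-miR-375 to 0.39 under quantile, and hsa-miR-127-3p to 0.22 in edgeR and 0.25 in DESeq2. In the OC, hsa-miR-21-5p went to 0.044 under quantile, hsa-miR-93-5p to 0.021 under median of ratios and 0.00057 in DESeq2, and hsa-miR-338-3p to 0.054 under median of ratios. The other sign changes were in the PVN, where RPM placed most miRNAs higher. In the order median of ratios, quantile, edgeR and DESeq2, hsa-miR-101-3p went to −0.20, −0.066, −0.14 and −0.20, hsa-miR-25-3p to −0.14, −0.10, −0.090 and −0.15, hsa-miR-126-3p to −0.53, −0.55, −0.49 and −0.55, hsa-miR-7-1-3p to −0.16, −0.30, −0.12 and −0.17, and hsa-miR-194-5p to −0.052, −0.086, −0.0057 and −0.063. In the order median of ratios, edgeR and DESeq2, hsa-let-7a-5p went to −0.45, −0.40 and −0.45, hsa-let-7f-5p to −0.26, −0.20 and −0.26 and hsa-let-7c-5p to −0.39, −0.33 and −0.38. hsa-miR-21-5p went to −0.016 under median of ratios, −0.039 under quantile and −0.033 in DESeq2, hsa-miR-92a-3p to −0.021 under median of ratios and −0.038 in DESeq2, and hsa-miR-219a-2-3p to −0.43 under median of ratios and −0.54 under quantile. Under quantile, hsa-miR-451a went to −0.68 and hsa-miR-192-5p to −0.34.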

Differences from the paper's values

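The r_s of PBMC with single regions lay above the paper's values by more than the replicate spread for 10 of 14 regions. The paper residualized its values for age, and in Group B also for sex, before computing r_s, and the values here are not residualized. The measures are thus not the same, and what this adds to the gaps was not tested. For 6 of them a setting fixed before the data were examined came within the replicate spread. It was 0.522 for the dmPFC (the paper's 0.50), which the 14q32 list left out or replicate 2 left out closed, and 0.512 for the lOFC (paper 0.49), 0.522 for the PCC (paper 0.49) and 0.553 for the dlPFC (paper 0.52), which leaving out the 14q32 list closed. It was 0.559 for the MC (paper 0.54), closed by the median over animals, without the 14q32 list or without replicate 6, and 0.567 for the PPC (paper 0.54), closed by the median over animals or without the 14q32 list. The other alternatives did not close these gaps: the mean of log2 values, the 10 RPM filter, the remaining left-out replicates, the median over animals in the first 4 regions, and for Group B the 2 libraries of B2 with the same index left out. For the dACC (0.496, paper 0.42), mOFC (0.499, paper 0.42), CB (0.588, paper 0.52) and EC (0.530, paper 0.50), none of the alternatives fixed before the data were examined closed the gap. The lowest r_s between brain regions was 0.867, for the CB with the EC (paper 0.84, for the HC with the CB), and no alternative reached the paper's value. These are different pairs: the paper gives 0.86 for the CB with the EC, and the HC with the CB had 0.883 here.

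The animal took 0.0087% of the variance in Group B (paper 0.003%, in a model that also held age and sex as fixed effects). The gap was closed by 0.1 RPM added, without replicate 4 or without replicate 6. Interactions, zeros left out and the other left-out replicates did not close it. The median r of the small branch of Group A was 0.327 (paper 0.19 for the branch of that size), closed by Spearman's rho, without replicate 2 or without replicate 3, but not by the log2 scale, complete linkage, brain libraries only or without replicate 1 or 4, nor without the amygdala and mOFC of A3, a setting chosen after seeing the values. In Group B it was 0.124 in the large branch (paper 0.19) and 0.249 in the small one (paper 0.12). Brain libraries only, with 0.191 and 0.103, closed both, and the log2 scale, Spearman's rho, complete linkage and left-out replicates closed neither. These pairs match branches by size, although the paper's large branches are raised in PBMC and the rebuilt ones lowered. Matched by direction, the branch raised in PBMC had 0.327 in Group A (paper 0.29) and 0.249 in Group B (paper 0.19), and the lowered one 0.238 (paper 0.19) and 0.124 (paper 0.12). The overlap of the large branches gave Fisher's P = 4.4e-68 (paper 4.6e-06), and every alternative also differed.

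The adjusted p of the immune lists came from a running sum over the miRNAs of the rebuilt large branch, adjusted over the top lists per group that the study gives, not over all categories of its database. The ranked miRNAs of the rebuilt branch held 41 of the 121 miRNAs of the CD14 list in Group A and 37 in Group B, and this branch is lowered in PBMC, while the paper's branch holds the whole list and is described as raised, so the values below come from different sets of miRNAs. In Group A it was 0.680 for CD14 (paper 8.7e-04), 0.580 for CD15 (paper 1.9e-03), 7.0e-04 for lymphocyte proliferation (paper 3.5e-03), 0.580 for CD3 (paper 3.8e-03) and 0.580 for CD56 (paper 4.9e-03). In Group B it was 0.0548 for CD14 (paper 2.0e-03), 0.319 for CD15 (paper 2.3e-03), 0.319 for CD3 (paper 2.3e-03) and 0.168 for CD56 (paper 2.3e-03). None of the alternatives fixed before the data were examined (over all miRNAs, by Spearman's rho, by PBMC RPM, and the small branch) came within 1.5 times of the paper's value. The nearest in method that passed the threshold was the order by r over all miRNAs of Group B, where the 4 cell lists had 0.0259 and 0.0277; the order by PBMC RPM tests abundance in blood and not correlation.

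The paper describes the larger branch of each group as raised in PBMC and the smaller one as lowered. By limma at an adjusted p of 0.05, the rebuilt large branch was lower in PBMC for 219 and higher for 0 of 249 miRNAs in Group A, and lower for 216 and higher for 4 of 244 in Group B; the small one was higher for 103 of 113 and 111 of 118. Under quantile normalization the large branches still had more lower than higher members, 157 against 43 and 150 against 45. The miRNAs of the lists the paper gives for its larger branch of Group A were more often higher than lower in PBMC: 84 higher and 56 lower of 164. Lists of CD14, CD15, CD3 and CD56 blood cells are among them. An excess in PBMC can thus come from the choice of lists and does not show the direction of the branch. Complete linkage gave the branch sizes of the paper, 250 and 112, and 243 and 119. The paper states that most miRNAs of the larger branch of Group A are lower in the hypothalamus. Of the 249 in the rebuilt one, 160 were higher and 31 lower in the PVN (100 and 76 under median of ratios, 90 and 80 under quantile). Outside RPM this majority rests on the 14q32 cluster, of which 52 were higher under median of ratios. The small branch of 113, which is raised in blood, had 64 higher and 6 lower there, but 21 and 41 under median of ratios. For the cerebellum the paper describes 3 subclusters as strongly raised; these were not analysed here, and over the whole rebuilt large branch of Group B the CB was higher for 51 and lower for 158 miRNAs (82 and 112 under median of ratios). The paper's table places the CB below 4 other regions of Group B in its r_s with PBMC, while here it was the highest of the 7. In the PCA of all libraries the paper names the CB as apart within the brain cluster; here the PVN lay apart as well, at −20.2 on PC1 and −24.5 on PC2.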

Other observations

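The alternatives named here were set beforehand; these comparisons of regions with each other were chosen after the result was seen, and no further tests were run on them. hsa-miR-204-5p and hsa-miR-211-5p, which share their seed sequence and were listed together for the choroid plexus, went opposite ways in the PVN and the CB. In the PVN of Group A, hsa-miR-204-5p was higher by 1.81 (adjusted p = 4.6e-05 from limma, 4 of 4 animals) and hsa-miR-211-5p lower by −0.42 (adjusted p = 0.021, 4 of 4 animals), a call that ended without A2 (0.067), without A3 (0.084) and without the animal block (0.073). In the CB of Group B, hsa-miR-204-5p was 3823 ± 399.6 RPM against 1374 ± 202 RPM elsewhere and hsa-miR-211-5p 37.8 ± 11.8 against 182 ± 48.5 RPM (SD, n = 5), log2 fold changes of 1.57 and −2.19. Both directions were the same under median of ratios, quantile, edgeR and DESeq2. The muscle miRNAs hsa-miR-1-3p and hsa-miR-133a-3p were low in the same places: in the CB by −3.36 and −3.00, and hsa-miR-1-3p in the PVN by −1.22, while both passed as higher in the OC.

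The miRNAs that set regions apart differed between regions. Of the miRNAs higher in the PVN and in the CB, 56 were shared, against 53.8 expected from independent lists, and the fold changes correlated over miRNAs at 0.134; 131 were higher in the PVN and lower in the CB, against 134 expected. The PVN and OC correlated at −0.366. The CB and OC shared 132 lower miRNAs, against 107 expected, with a correlation of 0.303; their reference regions overlap, so the values are not independent. These counts rest on RPM, under which most miRNAs lay higher in the PVN and lower in the CB and OC, and the PVN comes from other animals than the CB and OC. No biological explanation was tested.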
